# Pleckstrin-2 is essential for erythropoiesis in β-thalassemic mice, reducing apoptosis and enhancing enucleation

**DOI:** 10.1038/s42003-021-02046-9

**Published:** 2021-05-03

**Authors:** Maria Feola, Andrea Zamperone, Daniel Moskop, Huiyong Chen, Carla Casu, Dechen Lama, Julie Di Martino, Mansour Djedaini, Luena Papa, Marc Ruiz Martinez, Tenzin Choesang, Jose Javier Bravo-Cordero, Matthew MacKay, Paul Zumbo, Nathan Brinkman, Charles S. Abrams, Stefano Rivella, Shilpa Hattangadi, Christopher E. Mason, Ronald Hoffman, Peng Ji, Antonia Follenzi, Yelena Z. Ginzburg

**Keywords:** Molecular biology, Anaemia

## Abstract

Erythropoiesis involves complex interrelated molecular signals influencing cell survival, differentiation, and enucleation. Diseases associated with ineffective erythropoiesis, such as β-thalassemias, exhibit erythroid expansion and defective enucleation. Clear mechanistic determinants of what make erythropoiesis effective are lacking. We previously demonstrated that exogenous transferrin ameliorates ineffective erythropoiesis in β-thalassemic mice. In the current work, we utilize transferrin treatment to elucidate a molecular signature of ineffective erythropoiesis in β-thalassemia. We hypothesize that compensatory mechanisms are required in β-thalassemic erythropoiesis to prevent apoptosis and enhance enucleation. We identify pleckstrin-2—a STAT5-dependent lipid binding protein downstream of erythropoietin—as an important regulatory node. We demonstrate that partial loss of pleckstrin-2 leads to worsening ineffective erythropoiesis and pleckstrin-2 knockout leads to embryonic lethality in β-thalassemic mice. In addition, the membrane-associated active form of pleckstrin-2 occurs at an earlier stage during β-thalassemic erythropoiesis. Furthermore, membrane-associated activated pleckstrin-2 decreases cofilin mitochondrial localization in β-thalassemic erythroblasts and pleckstrin-2 knockdown in vitro induces cofilin-mediated apoptosis in β-thalassemic erythroblasts. Lastly, pleckstrin-2 enhances enucleation by interacting with and activating RacGTPases in β-thalassemic erythroblasts. This data elucidates the important compensatory role of pleckstrin-2 in β-thalassemia and provides support for the development of targeted therapeutics in diseases of ineffective erythropoiesis.

## Abstract (web summary)

Maria Feola et al., elucidate the compensatory role of pleckstrin-2 in ineffective erythropoiesis in β-thalassemic mice by reducing cofilin-mediated apoptosis and enhancing enucleation by activating RacGTPases. These findings could support future therapeutic interventions.

## Introduction

Erythropoietin (Epo) is central to erythropoiesis and enables the daily production of billions of red blood cells (RBCs). Epo binds to Epo receptor (EpoR) on erythroid precursors, activating downstream signaling pathways which are responsible for erythroblast proliferation, differentiation, and apoptosis^1^. In addition, terminal erythropoiesis requires erythroblasts to undergo enucleation to form reticulocytes and ultimately mature RBCs^2^, but the precise underlying mechanisms remain uncertain^3^. Several studies indicate that both cytoskeletal re-organization and RacGTPases play an important role in erythroblast enucleation^4–7^.

β-Thalassemia is an inherited disorder associated with ineffective erythropoiesis due to: insufficient or absent β-globin production, resulting in anemia; erythroid expansion in the bone marrow, spleen, and liver, leading to hepatosplenomegaly; and iron overload^8^. Increased erythroblast apoptosis, shortened RBC survival, and defective enucleation all contribute to anemia and have been demonstrated in both human and mice with β-thalassemia^9,10^. Although the excess generation of reactive oxygen species (ROS) has been postulated to cause erythroblast damage in β-thalassemia^11^, to date, the molecular mechanisms underlying ineffective erythropoiesis and defective enucleation in β-thalassemia remain incompletely understood^12^.

Previously, we have shown that exogenous apo-transferrin (apoTf) ameliorates ineffective erythropoiesis and reverses the enucleation defect in β-thalassemic mice^13–15^. Although a complete mechanistic understanding of how apoTf improves ineffective erythropoiesis is unavailable, evaluating apoTf-treated β-thalassemic mice provides an opportunity to explore mechanisms underlying ineffective erythropoiesis and its reversal to better understand regulatory nodes in ineffective erythropoiesis. In this current work, we identify pleckstrin-2 (plek2) as an essential response element in β-thalassemic mice and use plek2 knockout mice to generate plek2 loss in β-thalassemic mice. Several previously published manuscripts provide data on the functional importance of plek2 in erythropoiesis.

Plek2 is a STAT5-dependent lipid-binding protein downstream of Epo, containing a PH domain at both amino- and carboxy-termini. Therefore, like other PH-domain-containing proteins, plek2 is functionally active when present on the membrane^17–20^ including a documented role in membrane trafficking, cellular signaling, and cytoskeletal organization^16^. Plek2 has been shown to interact with cofilin, an actin-binding protein and member of the actin-depolymerizing factor family which regulates actin dynamics^21,22^. Cofilin is also involved in a physiological response to increased ROS^23^ by translocating to the mitochondria and initiating mitochondrial permeability and release of cytochrome *c*, an early step in apoptosis. Binding of plek2 prevents cofilin’s translocation to the mitochondria and consequent apoptosis in response to increased ROS, whereas decreased plek2 liberates cofilin for mitochondrial translocation^23,24^. Furthermore, plek2 supports actin cytoskeleton integrity, is critical for cell proliferation and differentiation, and is required for enucleation^24–27^. Finally, plek2 knockout mice with age develop mild anemia due to ineffective erythropoiesis and increased sensitivity of circulating RBCs to oxidative damage^25^, suggesting that plek2 may have a protective effect on RBC integrity in an oxidative environment without significantly contributing to steady-state hematopoiesis in vivo, at least in normal erythropoiesis.

Our current work interrogates in detail the role of membrane-associated plek2 in terminal erythropoiesis in both physiological and pathological states. We demonstrate: plek2 upregulation and earlier membrane localization in β-thalassemic erythroblasts; an embryonic lethal phenotype in β-thalassemic plek2 knockout mice, decreased survival in β-thalassemic plek2 haplo-insufficient pups, and more ineffective erythropoiesis in β-thalassemic plek2 haplo-insufficient mice that survive to analysis at weaning; increased plek2:cofilin interaction preventing apoptosis despite increased ROS in early stage β-thalassemic erythroblasts; and enhanced plek2-dependent Rac1 activation in β-thalassemic erythroblasts in vivo and in vitro in fetal liver cells (FLCs). Together, our data provide compelling evidence that plek2 loss significantly worsens erythroblast survival and enucleation in β-thalassemic mice, and points to high plek2 membrane localization in early stage β-thalassemic erythroblasts as an important compensatory mechanism preventing further ineffective erythropoiesis in β-thalassemia.

## Results

### RNA sequencing identified increased pleckstrin-2 expression in β-thalassemic pro-erythroblasts as a marker of ineffective erythropoiesis

Although erythroblast ROS are increased in β-thalassemic mice^13,28^ and prior reports suggest that ineffective erythropoiesis in β-thalassemia is a consequence of increased ROS^11^, we demonstrate that reversal of ineffective erythropoiesis in apoTf-treated β-thalassemic mice occurs as a consequence of decreased ROS specifically in pro-erythroblasts (Pro-E) stage, despite persistently increased ROS in later erythroblasts (Fig. 1a). Prior work demonstrates that high level of ROS in early stage of terminal erythropoiesis negatively effects enucleation, and the use of ROS scavengers only in early stage wild-type (WT) erythroblasts results in enhanced erythroid enucleation^29^. We and others have previously shown that β-thalassemic mice exhibit an enucleation defect^30,31^, and now demonstrate a significant amelioration of the enucleation defect in ROS scavenger-treated early stage β-thalassemic erythroblasts (Supplementary Fig. 1). Thus, we focus all feasible analyses specifically on early stages of terminal erythropoiesis (i.e., Pro-Es) to evaluate potential compensatory mechanisms in erythroid differentiation and enucleation.

**Fig. 1:**
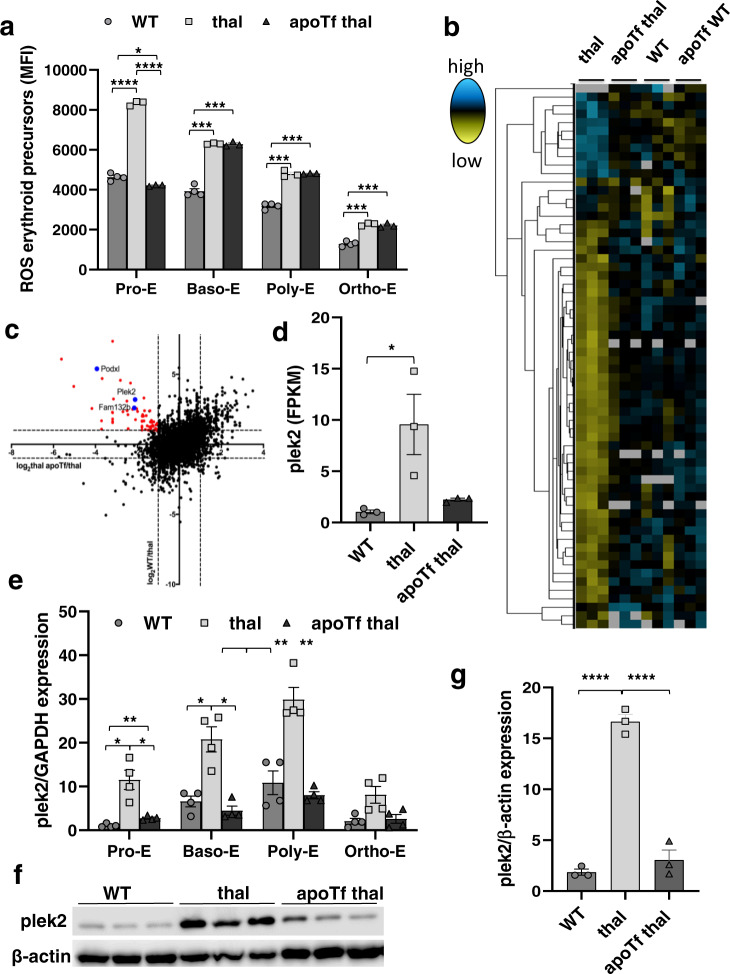
Pleckstrin-2 is an important marker of ineffective erythropoiesis in β-thalassemic erythroblasts. **a** Flow cytometry analysis of MFI of erythroid precursor ROS from WT, β-thalassemic, and apoTf-treated β-thalassemic mice, as identified by CD44 and forward scatter (*n* = 3-4 mice/group), demonstrating highest ROS in Pro-E stage progressively decreasing during erythroid differentiation, increased ROS at all stages in β-thalassemic relative to WT erythroblasts, and decrease in ROS only in Pro-E stages in apoTf-treated β-thalassemic erythroblasts. **b** Heatmap of RNA sequencing analysis showing expression levels (FPKM values) of transcripts that display significant differential expression patterns between β-thalassemic and WT Pro-E but correct after apoTf treatment in β-thalassemic mice. Figure represents 2–3 mice pooled per data point, *n* = 3 data points per group. **c** Log_2_-based fold change between comparisons WT/thal vs. thal apoTf/thal were plotted on *y* vs. *x* axes, respectively. Red data points represent genes whose expression increases in β-thalassemic relative to WT Pro-E and decreases in β-thalassemic Pro-E after apoTf treatment, revealing several genes of interest, e.g., plek2, and known genes that provide validation, e.g., Fam132b and Podxl. **d** Relative expression of plek2 from RNA sequencing analysis demonstrates significantly increased plek2 in β-thalassemic bone marrow Pro-E, which partially corrects after apoTf treatment. **e** Plek2 mRNA expression in sorted bone marrow samples to isolate progressive stages of erythroid differentiation from 2–3 mice pooled per data point, *n* = 4 data points per group WT, β-thalassemic, and apoTf-treated β-thalassemic mice, demonstrating increased plek2 mRNA expression in all four stages of erythropoiesis in β-thalassemic compared to WT erythroblasts, normalized in apoTf-treated β-thalassemic erythroblasts. **f** Plek2 protein expression in CD45^−^ bone marrow cells demonstrate increased plek2 in β-thalassemic mice compared to WT, and normalized in apoTf-treated β-thalassemic mice (*n* = 3 mice/group, MW = plek2 38 kDa, actin 42 kDa). **g** Statistical analysis of the western blot in (**f**) for plek2 quantification. All data are reported as mean ± s.e.m. and *p* < 0.05 is considered statistically significant ((**d** and **g**) ordinary one-way ANOVA; (**a** and **e**) two-way ANOVA)) (*p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005). WT = wild type; apoTf = apo-transferrin; ROS = reactive oxygen species; MFI = mean fluorescence index; Pro-E = pro-erythroblasts; Baso-E = basophilic erythroblasts; Poly-E = polychromatophilic erythroblasts; Ortho-E = orthochromatophilic erythroblasts; plek2 = pleckstrin-2; FPKM = fragments for kilobase millions.

We previously demonstrated fewer β-thalassemic bone marrow Pro-Es relative to WT, normalized in apoTf-treated β-thalassemic mice^3^. In order to identify additional molecular markers of ineffective erythropoiesis in β-thalassemic mice, we performed RNA sequencing analysis of Pro-E sorted from WT, β-thalassemic, and apoTf-treated β-thalassemic mouse bone marrow. 

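Pro-E were sorted from bone marrow into 12 libraries of polyadenylated RNA, 3 in each of 4 groups, with 2–3 mice pooled per library. The groups were WT mice given PBS, β-thalassemic mice (Hbb th1/th1, homozygous for a deletion of an adult β-globin gene) given PBS, apoTf-treated β-thalassemic mice, and apoTf-treated WT mice. ApoTf, transferrin without bound iron, was injected at 10 mg for 20 days, and the deposited labels place the collection of cells 3 days after the last injection. The labels also describe a phlebotomy for every library, and whether these mice were bled is not known. The labels give an age of 5 months and the paper's methods an age of 3–4 months. In every library the genotype tag is the opposite of the genotype in the title, and libraries were grouped by title. Grouped in this way, Hbb-b1 was at 1426 ± 610 FPKM (SD, n = 3 libraries) in WT Pro-E and at 152 ± 21.1 FPKM in β-thalassemic Pro-E. A homozygous deletion should leave none, and the source of the 133 to 175 FPKM that remain in the β-thalassemic libraries was not tested. The symbol Hbb-b1 has no GENCODE position on GRCm38 and its values lie within 1.85% of those of Hbb-bs in every library, so the 2 symbols were read as 1 locus. The authors aligned reads to mm10 with STAR, keeping only reads with 1 alignment, counted reads over exons on both strands with HOMER, and normalized them to FPKM. The total of reads behind each library was read from the steps between FPKM values of 1275 short genes, whose values lay within 0.05 read of a whole number in 94.9–96.8% of cases per library. These totals were 33300000 to 46700000 reads in WT and 44200000 to 45700000 in β-thalassemic libraries. After apoTf they were 42500000 to 46400000 in β-thalassemic and 40100000 to 51500000 in WT libraries, so that 1 read per kilobase of exon is at most 0.03 FPKM. Groups were then compared with limma on log2 of FPKM plus 0.5, over the 9650 genes with an FPKM of at least 1 in at least 3 libraries, and p values were adjusted by the Benjamini-Hochberg method. The added 0.5 makes a log2 fold change smaller than the ratio of the mean FPKM in genes near that level. When changes of known size were simulated at the spread of these libraries, 63.3% of genes with a log2 change of 1 and 95% of those with a log2 change of 2 were recovered between β-thalassemic and WT Pro-E. The simulation changed 200 genes and gave all libraries the same spread. These shares need not hold with fewer changed genes or with an outlying library. WT replicate 1 stood apart from the rest, with a median Spearman rho of 0.867 across genes with the other libraries, where the other libraries had medians of 0.982 to 0.99 (genes are not independent replicates).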

The complete datasets generated during the current study are available in GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158839). Of the 14,666 genes identified, we selected genes whose expression differed more than 2-fold between WT and β-thalassemic samples and also returned to normal in apoTf-treated β-thalassemic mice (Fig. 1b). 

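Between β-thalassemic and WT Pro-E, 25 of the 9650 genes tested with limma differed at an adjusted p under 0.05, 15 higher and 10 lower in β-thalassemic Pro-E (24 loci, since Hbb-b1 repeats Hbb-bs), and 739 had an unadjusted p under 0.05. In each of the 25 genes the libraries of the 2 groups did not overlap, as chance alone gives in 10% of genes with 3 libraries against 3. The 25 genes were selected on these same libraries, so the lack of overlap is no separate support. Tnfrsf21, which encodes death receptor 6, lies on chromosome 17 of GRCm38 (mm10) from 43016555 to 43089189. Its expression was 2.57 ± 0.228 FPKM (SD, n = 3 libraries) in WT and 10.7 ± 2.44 FPKM in β-thalassemic Pro-E, a log2 fold change of 1.84 (SE 0.18, adjusted p = 0.000818 from limma). After apoTf it was 3.65 ± 0.583 FPKM, a log2 fold change of −1.41 relative to untreated β-thalassemic Pro-E (adjusted p = 0.0167 from limma). This difference was no longer significant without β-thalassemic replicate 1 or 2 or without apoTf-treated β-thalassemic replicate 2 or 3. Cpd, which encodes carboxypeptidase D, increased from 5.46 ± 2.40 FPKM in WT to 28.4 ± 6.32 FPKM in β-thalassemic Pro-E (log2 fold change 2.35, adjusted p = 0.00602 from limma, not significant with only the groups compared). It was 10.9 ± 2.14 FPKM after apoTf, where the difference from untreated β-thalassemic Pro-E did not pass the test (log2 fold change −1.34, adjusted p = 0.45 from limma). The authors' deposited edgeR comparison gives a log2 fold change of −1.42 for Cpd there, with an adjusted p of 1.61e-15. Stard10, which encodes a lipid transfer protein, decreased from 189 ± 58.8 FPKM in WT to 18.8 ± 6.02 FPKM in β-thalassemic Pro-E (log2 fold change −3.29, SE 0.26, adjusted p = 0.000141 from limma) and was 19.4 ± 3.04 FPKM after apoTf. Stard10 lies on chromosome 7 from 101317086 to 101346626, within 10 Mb of the β-globin gene Hbb-bs. With both treatments pooled, 20.5% of the genes of this region past no threshold had an unadjusted p under 0.05 between genotypes, against 3% of genes elsewhere. Of the 15 genes higher in β-thalassemic Pro-E, 14 moved in the opposite direction after apoTf and 13 lost the larger part of their log2 change, with a median of 70% lost. Of the 10 lower genes, 8 moved in the opposite direction and 3 lost the larger part of their change, with a median of 7.5%. Without the globins and the genes within 10 Mb of Hbb-bs, the medians were 71.4% in 14 higher and 50.1% in 6 lower genes, a grouping chosen after the values were seen. Both log2 fold changes use the same untreated β-thalassemic libraries. Across genes they correlated at −0.34, and at −0.5 in 100 simulations with no change in any group. The simulations gave all libraries of a gene the same spread. Genes over 2-fold from the group's other libraries numbered 321 to 2597 per WT library and 46 to 87 per untreated β-thalassemic library. The value of −0.5 is therefore not the one to expect in these libraries with no change. Among genes of haem synthesis (12 tested), iron uptake and handling (16 tested) and the red cell membrane (19 tested), no gene passed the test between β-thalassemic and WT Pro-E. The count of 25 genes was 6 without β-thalassemic replicate 1, 6 without β-thalassemic replicate 2, 13 without β-thalassemic replicate 3 and 90 without WT replicate 2. It was 8 over genes of at least 5 FPKM, 9 with only the groups compared, 40 after quantile normalization, 74 with the trend on GC content removed and 516 with library weights. The library weights reached no stable estimate, with 0.019 for WT replicate 1 and 105 for apoTf-treated WT replicate 2.

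**Figure D1:**
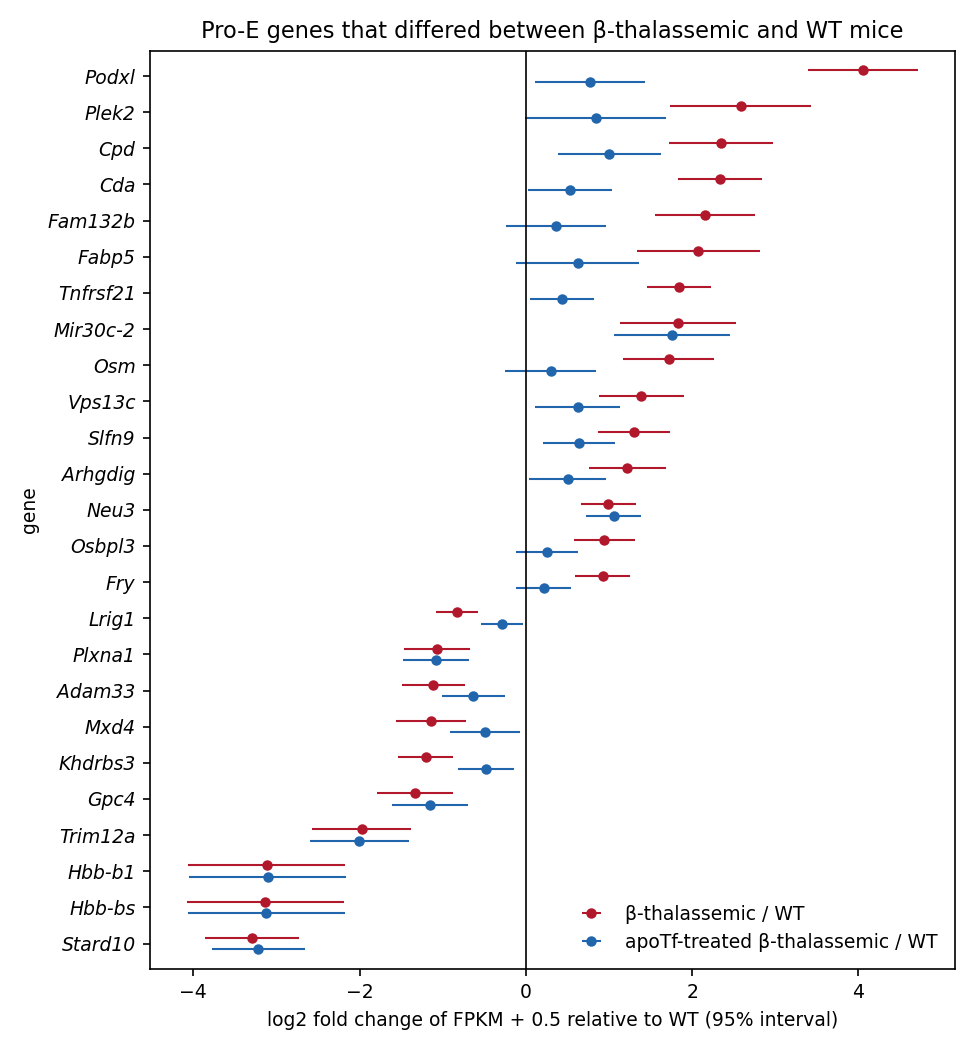
Log2 fold change of FPKM plus 0.5 relative to WT Pro-E (x axis) for each of the 25 genes that differed between β-thalassemic and WT Pro-E (y axis), in untreated (red) and apoTf-treated (blue) β-thalassemic Pro-E, with 95% intervals from limma, 3 libraries per group. Podxl, Cda and Tnfrsf21 lie nearer to 0 after apoTf, while Stard10, Hbb-bs, Hbb-b1, Trim12a, Neu3, Plxna1 and Mir30c-2 lie at about the same place in both groups. Gpc4, on chromosome X, lies at −1.33 in untreated and −1.16 in apoTf-treated β-thalassemic Pro-E.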

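A ratio of mean FPKM over 2 between β-thalassemic and WT Pro-E, together with a ratio over 2 in the opposite direction between apoTf-treated and untreated β-thalassemic Pro-E, was found in 91 genes when 0.1 FPKM was added to each mean. Of these genes, 56 were higher and 35 were lower in β-thalassemic Pro-E. In 64 of them the highest of the 3 group means was under 1 FPKM, and 25 were among the genes tested with limma. Of those tested, 8 differed between β-thalassemic and WT Pro-E and 3 also differed between apoTf-treated and untreated β-thalassemic Pro-E. In the second comparison 138 of all 9650 genes had an unadjusted p under 0.05. That is a smaller share than the 0.05 that p values give with no change, so p values ran high here. The spread of each gene is shared with the WT libraries, and without WT replicate 1 the genes past the threshold in this comparison became 6. The 3 genes that passed both comparisons were Podxl, Tnfrsf21 and Cda, all higher in β-thalassemic Pro-E and lower after apoTf. Cda encodes cytidine deaminase and lies on chromosome 4 of GRCm38 (mm10) from 138338424 to 138367992. Its expression was 0.111 ± 0.0575 FPKM (SD, n = 3 libraries) in WT, 2.65 ± 0.80 FPKM in β-thalassemic and 0.381 ± 0.0621 FPKM in apoTf-treated β-thalassemic Pro-E. The log2 fold change was 2.34 between β-thalassemic and WT Pro-E (SE 0.23, adjusted p = 0.000865 from limma) and −1.81 after apoTf (SE 0.23, adjusted p = 0.0167 from limma). The difference after apoTf was no longer significant with a pseudocount of 0.1, with quantile normalization, or without any of β-thalassemic replicates 2 and 3 and the 3 apoTf-treated β-thalassemic replicates. In the authors' deposited edgeR comparison of apoTf-treated with untreated β-thalassemic Pro-E, 30 of the 91 genes had an adjusted p under 0.05. Of these, 27 were higher in β-thalassemic Pro-E. The count of 91 was 18 with a pseudocount of 0.5, 457 with none, 25 over the genes tested and 138 without β-thalassemic replicate 3. The count of 3 genes that passed both comparisons in opposite directions was 1 without β-thalassemic replicate 2, 1 without apoTf-treated β-thalassemic replicate 2 or 3, 5 without WT replicate 1, 7 without the filter on low values and 312 with library weights.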

Among the 96 genes that met these criteria, differences in 20 genes were statistically significant (Fig. 1c). In light of recent data about the potential role of plek2 in erythropoiesis^24^, we focused on plek2. 

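Plek2, the gene of pleckstrin-2, lies on chromosome 12 of GRCm38 (mm10) from 78888691 to 78906964. Its expression in bone marrow Pro-E was 1.04 ± 0.315 FPKM (SD, n = 3 libraries) in WT and 9.57 ± 5.09 FPKM in β-thalassemic mice, a 9.18-fold difference of the means. The log2 fold change was 2.59 (SE 0.39, 95% interval 1.74 to 3.44, adjusted p = 0.0181 from limma). The β-thalassemic libraries lay between 4.58 and 14.8 FPKM and the WT libraries between 0.75 and 1.38 FPKM (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). After apoTf, Plek2 was at 2.24 ± 0.228 FPKM, 4.28-fold below untreated β-thalassemic Pro-E. The log2 fold change of −1.74 (SE 0.39, 95% interval −2.59 to −0.90) had an unadjusted p of 0.000773 and did not pass the adjustment over all genes (adjusted p = 0.533 from limma). It passed with library weights (adjusted p = 4.61e-05), which reached no stable estimate. Without WT replicate 1, whose spread enters the test, the adjusted p was 0.209, and with only the groups compared it was 0.185. Each apoTf-treated β-thalassemic library, at 1.98 to 2.38 FPKM, lay below every untreated one and above every WT library (exact permutation test, p = 0.1 for each comparison). Relative to WT, the mean after apoTf was 2.15-fold higher, and the log2 fold change of 0.84 had a 95% interval of −0.004 to 1.69 (adjusted p = 0.511). In the authors' deposited edgeR comparison, the log2 fold change of Plek2 between apoTf-treated and untreated β-thalassemic Pro-E is −2.11, with an adjusted p of 7.94e-11. The difference between β-thalassemic and WT Pro-E had an adjusted p of 0.107 without β-thalassemic replicate 1, 0.0995 without β-thalassemic replicate 2, 0.0607 without the filter on low values and 0.153 with only the groups compared.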

Plek2 mRNA expression increased in β-thalassemic relative to WT erythroblasts and returned to normal after apoTf treatment (Fig. 1c, d). In addition, we also evaluated podocalyxin (Podxl), known to be expressed in hematopoietic progenitors^32,33^, and Fam132b (erythroferrone), known to be increased in β-thalassemic erythroblasts and previously reported as partially corrected in apoTf-treated β-thalassemic mouse bone marrow^34^. As expected, Podxl and Fam132b expression mirrored that of plek2, correlating with greater ineffective erythropoiesis in β-thalassemic relative to WT erythroblasts and corrected in apoTf-treated β-thalassemic erythroblasts (Supplementary Fig. 2a, b). These findings validate the dataset. Furthermore, plek2, Podxl, and Fam132b expression were not suppressed by apoTf injection in WT mice (Supplementary Fig. 2c–e), demonstrating that changes in expression in β-thalassemic erythroblasts were not a direct effect of apoTf. 

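Podxl, on chromosome 6 of GRCm38 (mm10) from 31519488 to 31563981, was at 0.348 ± 0.0477 FPKM (SD, n = 3 libraries) in WT and 14.7 ± 7.67 FPKM in β-thalassemic Pro-E. The log2 fold change was 4.06 (SE 0.30, adjusted p = 0.000141 from limma), the largest of the genes past the threshold in this comparison. After apoTf it was 0.994 ± 0.500 FPKM, with a log2 fold change of −3.29 relative to untreated β-thalassemic Pro-E (SE 0.30, adjusted p = 0.00162 from limma). Fam132b, on chromosome 1 from 91366430 to 91374217, was at 1.49 ± 0.231 FPKM in WT, 8.99 ± 4.19 FPKM in β-thalassemic and 2.06 ± 0.304 FPKM in apoTf-treated β-thalassemic Pro-E. Its log2 fold change between β-thalassemic and WT Pro-E was 2.16 (SE 0.28, adjusted p = 0.00716 from limma). The log2 fold change of −1.79 after apoTf (SE 0.28, unadjusted p = 3.17e-05 from limma) did not pass the adjustment over all genes (adjusted p = 0.0764). In both genes the untreated β-thalassemic libraries lay above those of WT and of apoTf-treated β-thalassemic mice (two-sided exact permutation test, p = 0.1, the smallest possible). Osm, which encodes the cytokine oncostatin M, rose from 1.19 ± 0.368 FPKM in WT to 5.18 ± 1.76 FPKM in β-thalassemic Pro-E (log2 fold change 1.72, adjusted p = 0.0164 from limma). It was 1.58 ± 0.423 FPKM after apoTf (log2 fold change −1.42, adjusted p = 0.19 from limma). The authors' deposited edgeR comparison gives −1.75 for Osm after apoTf, with an adjusted p of 4.01e-10. Cish, another gene induced by erythropoietin (Epo), moved in the same directions without passing the test, with log2 fold changes of 1.69 (adjusted p = 0.0915) and −1.69 (adjusted p = 0.392). The first passed without WT replicate 1 (adjusted p = 0.033) or β-thalassemic replicate 3 (adjusted p = 0.0278). Both passed with library weights (adjusted p = 5.03e-05 and 3.84e-06), which reached no stable estimate. In the authors' deposited edgeR comparison after apoTf, Cish is at −2.49 (adjusted p = 1.64e-11). Epor, the Epo receptor gene, did not pass by limma (log2 fold change −0.53, adjusted p = 0.528, and 0.19 after apoTf, where it passed with library weights at 0.30). Of 12 Epo response genes tested, 4 were higher and none was lower in β-thalassemic than in WT Pro-E (6 higher when adjusted over the list alone). The list's median log2 fold change was 0.74 (camera, adjusted p = 0.000449 over 19 lists). This rise did not pass with the correlation between genes estimated (adjusted p = 0.343) or by camera without WT replicate 2 (adjusted p = 0.0959). After apoTf, 1 of the 12 was lower and none was higher (7 lower when adjusted over the list alone). The median was −0.96, with 9 of 12 below 0 (camera, adjusted p = 6.77e-26). Camera with the same preset correlation between genes called up to 10 lists in other splits of these 6 libraries, against 4 in the real split. The size of this p is therefore no measure of the evidence from 3 libraries per group. With the correlation between genes estimated, the fall after apoTf held (adjusted p = 0.00121). By fry, which tests the list alone, the adjusted p was 0.00319 for the fall and 0.00396 for the rise. The list holds Plek2, Podxl and Fam132b, which the study reported as changed in these samples, so these tests are not independent evidence. The study also names earlier reports as grounds for its choice of these genes. In the remaining 9 genes of the list the fall after apoTf had a median log2 fold change of −0.25 (camera, adjusted p = 2.25e-09, 0.00942 with the estimated correlation, and 0.0588 by fry). The same 9 genes had a similar median of −0.26 after apoTf in WT Pro-E (camera, adjusted p = 0.0793). Their change between β-thalassemic and WT Pro-E did not pass (median −0.04, adjusted p = 0.26). After apoTf in WT Pro-E, all 12 genes together had an adjusted p of 0.0966 by camera. It was 0.433 without WT replicate 1, 0.956 with the trend on GC content removed and 0.017 without apoTf-treated WT replicate 2. Fam132b was no longer significant between β-thalassemic and WT Pro-E without β-thalassemic replicate 1 (adjusted p = 0.058) or with only the groups compared (adjusted p = 0.173), and Osm not without β-thalassemic replicate 1 or 2, without the filter on low values or with only the groups compared. After apoTf, Fam132b became significant without β-thalassemic replicate 3 (adjusted p = 0.00468), without WT replicate 1 and with library weights (adjusted p = 7.3e-07), as did Osm without β-thalassemic replicate 3 and with library weights.

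**Figure D2:**
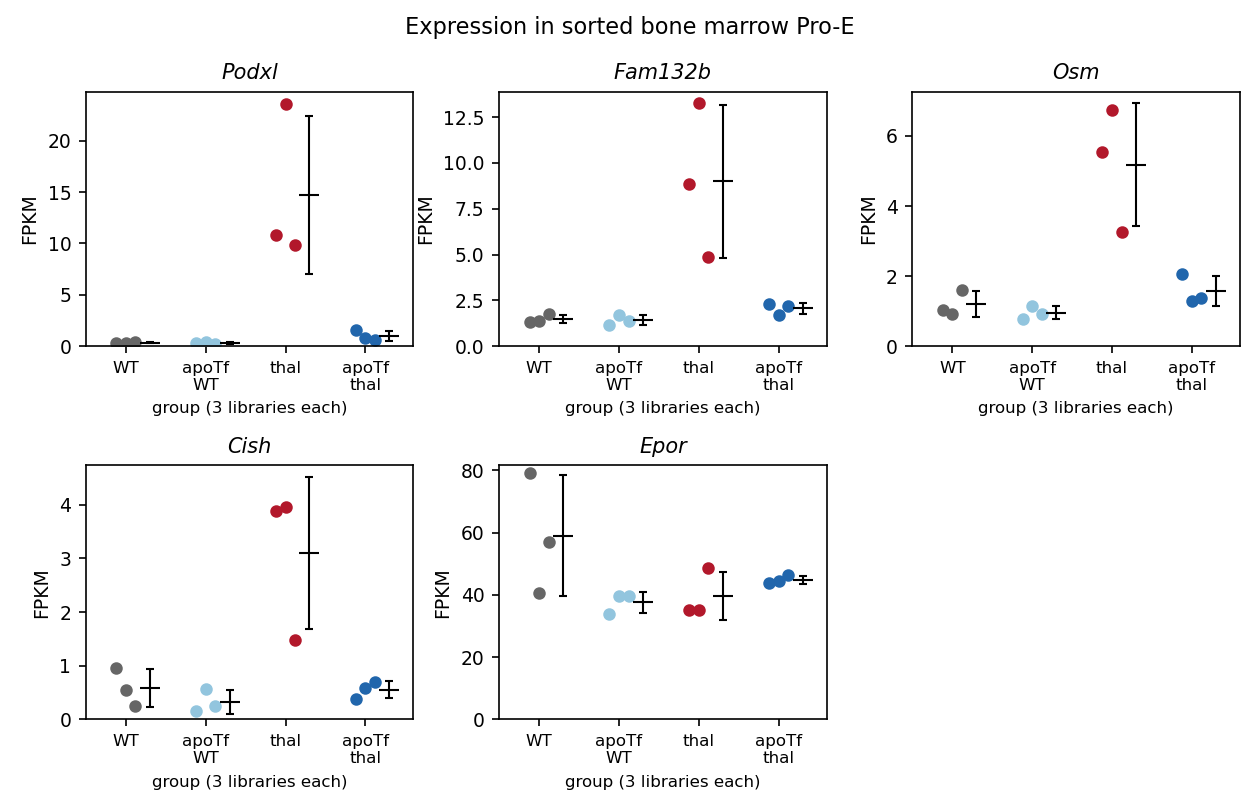
FPKM (y axis) in each of the 3 Pro-E libraries (points) of WT, apoTf-treated WT, β-thalassemic (thal) and apoTf-treated β-thalassemic mice (x axis), with the mean and SD beside the points, for Podxl, Fam132b, Osm, Cish and Epor. The 3 β-thalassemic libraries lie at 9.86 to 23.6 FPKM for Podxl and at 4.89 to 13.3 FPKM for Fam132b, above every library of the other groups, while for Epor they overlap those of every other group.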

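In WT Pro-E, Plek2 was at 1.29 ± 0.758 FPKM (SD, n = 3 libraries) after apoTf, a log2 fold change of 0.13 relative to untreated WT Pro-E, with a 95% interval of −0.71 to 0.98 (adjusted p = 0.832 from limma). Podxl was at 0.292 ± 0.0727 FPKM, a log2 fold change of −0.10 with a 95% interval of −0.76 to 0.56 (adjusted p = 0.838 from limma). Fam132b was at 1.41 ± 0.264 FPKM, a log2 fold change of −0.06 with a 95% interval of −0.66 to 0.54 (adjusted p = 0.899 from limma). Two-sided exact permutation tests of apoTf-treated against untreated WT libraries gave p = 0.7 for Plek2, 0.4 for Podxl and 0.6 for Fam132b. The mean FPKM after apoTf was 1.24-fold higher for Plek2, 1.19-fold lower for Podxl and 1.05-fold lower for Fam132b. Plek2 and Podxl start in WT Pro-E near the added 0.5 FPKM, which limits how far a decrease in WT Pro-E can show on this scale. The change after apoTf differed between β-thalassemic and WT Pro-E by a log2 of −1.88 for Plek2 (95% interval −3.08 to −0.68), −3.19 for Podxl (−4.13 to −2.26) and −1.73 for Fam132b (−2.59 to −0.88). Tested over all 9650 genes with limma, these differences had adjusted p values of 0.764, 0.0821 and 0.744, and no gene passed, with 473 at an unadjusted p under 0.05. With library weights, which reached no stable estimate, 703 genes passed, and with the trend on GC content removed 3. Over all genes tested, none differed between apoTf-treated and untreated WT Pro-E by limma, with 984 at an unadjusted p under 0.05 and a smallest adjusted p of 0.29. The authors' deposited edgeR comparison of these groups holds 5 genes with an adjusted p under 0.05, all lower after apoTf, and gives an adjusted p of 1 for Plek2, Podxl and Fam132b. Without WT replicate 2 the count of 0 became 449, without apoTf-treated WT replicate 3 it became 3, without the filter on low values 1, and with library weights 622. The 449 came with WT replicate 1, which stood apart, as 1 of 2 untreated WT libraries. In the same libraries 0 genes passed with the trend on GC content removed or with median-ratio scaling (limma). There 2010 and 4269 genes had an unadjusted p under 0.05. From the absence of suppression in WT mice, the paper concludes that apoTf did not act directly on the expression of these genes in β-thalassemic erythroblasts.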

To confirm changes in plek2 expression during terminal erythropoiesis, we further sorted bone marrow erythroid precursors, demonstrating increased plek2 mRNA expression (Fig. 1e) and protein concentration (Fig. 1f, g; and full blot Supplementary Fig. 10) in β-thalassemic compared to WT, which corrected in apoTf-treated β-thalassemic bone marrow erythroblasts.

### Loss of pleckstrin-2 in β-thalassemic mice worsens ineffective erythropoiesis and leads to embryonic lethal phenotype in compound mice

To elucidate the direct role of plek2 in vivo, we utilize plek2 knockout mice (25) and crossed plek2+/− and β-thalassemic mice to generate β-thalassemic plek2+/− (thal plek2+/−) and β-thalassemic plek2−/− (thal plek2−/−). Of the total 188 pups born, no thal plek2−/− (25% expected) and few thal plek2+/− (4% relative to 25% expected) survived. These survival data prevented the evaluation of thal plek2−/− and demonstrate the significant dependence of β-thalassemic erythropoiesis on plek2 in vivo. Consistently, the thal plek2+/− mice that survived to analysis do not impact splenomegaly (Fig. 2a), exhibit borderline increased fraction of bone marrow erythroblasts (Fig. 2b), but do reveal further increased serum Epo (Fig. 2c). Despite increased serum Epo, RBC count (Fig. 2d) and hemoglobin (Fig. 2e) do not increase relative to β-thalassemic mice. In addition, thal plek2+/− erythroblasts exhibit further increased expression of Fam132b (Fig. 2f), FasL (Fig. 2g), and activated caspase 3 (Fig. 2h), demonstrating more ineffective erythropoiesis resulting from plek2 haplo-insufficiency in β-thalassemic erythroblasts. Lastly, the fraction of enucleated erythroblasts is unchanged in thal plek2+/− relative to thal mice (Fig. 2i). In total, these results demonstrate that the fraction of thal plek2+/− that survive to analysis are the least pathologically affected and that erythroblast apoptosis is increased despite increased Epo in thal plek2+/− mice, together revealing that ineffective erythropoiesis is mitigated by upregulation of plek2 in β-thalassemic erythropoiesis.

**Fig. 2:**
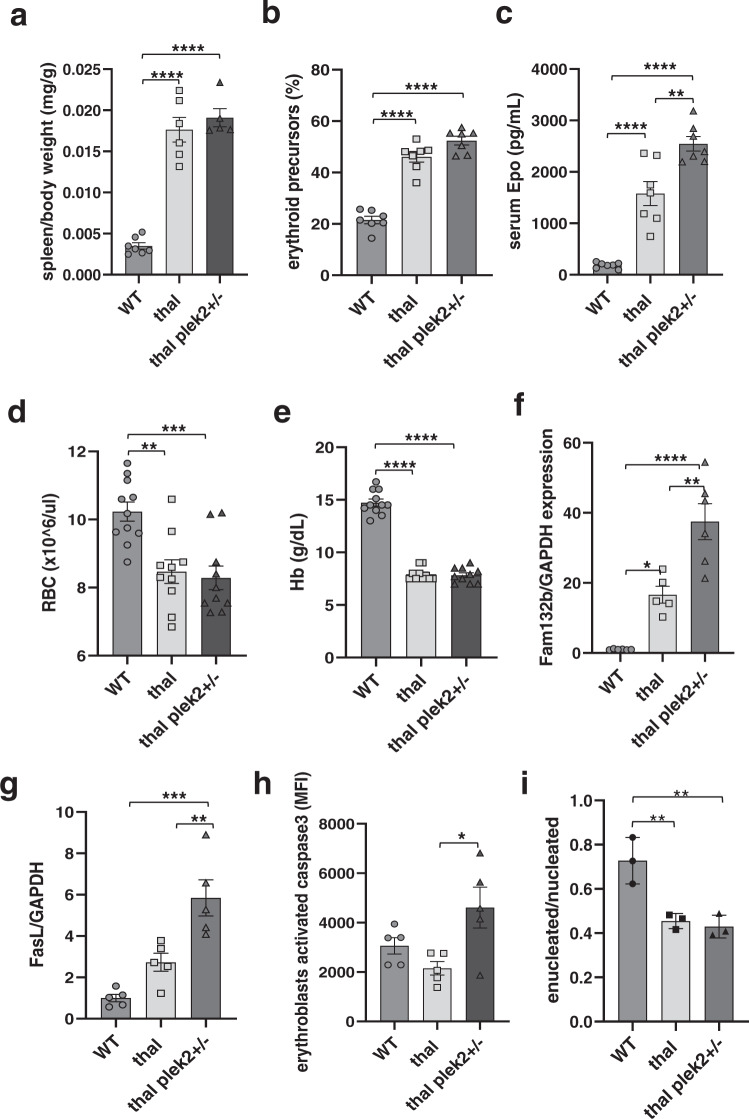
Pleckstrin-2 haplo-insufficiency in β-thalassemic mice results in exacerbation of ineffective erythropoiesis. **a** Splenomegaly observed in β-thalassemic relative to WT mice is not reversed in plek2 haplo-insufficient β-thalassemic (thal plek2+/−) mice (*n* = 5–7 mice/group). **b** Flow cytometry analysis reveals an increased fraction of bone marrow erythroblasts in β-thalassemic relative to WT mice, borderline further increased in thal plek2+/− relative to β-thalassemic mice (*n* = 4–5 mice/group). **c** Serum erythropoietin concentration reveals an increase in β-thalassemic relative to WT mice, further increased in thal plek2+/− relative to β-thalassemic mice (*n* = 4–5 mice/group). **d** Circulating RBC count and **e** hemoglobin were also unaltered in thal plek2+/− relative to β-thalassemic mice (*n* = 10–11 mice/group). **f** Fam132b and **g** FasL mRNA expression in bone marrow CD45^−^ erythroblasts further increased in thal plek2+/− relative to β-thalassemic mice (*n* = 5–6 mice/group). **h** Flow cytometry analysis reveals unchanged caspase 3 activation in erythroblasts from β-thalassemic mice compared to WT, but increased caspase3 activation in thal plek2+/− relative to β-thalassemic mice despite increased serum Epo (*n* = 5 mice/group). **i** Flow cytometry analysis reveals an expected decrease in the fraction of enucleated:nucleated bone marrow erythroblasts (*n* = 3 mice/group). All data are reported as mean ± s.e.m. and *p* < 0.05 was considered statistically significant (one-way ANOVA) (*p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005, ****p ≤ 0.00005). WT = wild type; apoTf = apo-transferrin; RBC = red blood cell; Hb = hemoglobin; Fam132b = erythroferrone.

To evaluate the severity of embryo lethality, we performed timed matings (thal plek2+/− female X plek2+/− male) and found no thal plek2−/− embryos at E11.5 while thal plek2+/− embryos present in the approximately expected fraction (Supplementary Fig. 3a). Furthermore, we demonstrate that FLCs from thal plek2+/− embryos exhibit persistently defective erythroblast enucleation (Supplementary Fig. 3b) and enhanced erythroblast apoptosis (Supplementary Fig. 3c) relative to plek2+/− embryos. These results strongly suggest that plek2 heterozygosity results in later stage demise in thalassemic embryos, leading to the substantially decreased number of thal plek2+/− weanlings. Taken together, the lethality of plek2 loss in β-thalassemic erythropoiesis is surprising in light of the normal phenotype in plek2−/− mice^25^, with increased erythroblast apoptosis in thal plek2+/− mice (Fig. 2h), which provides new evidence that plek2 serves an important compensatory function in β-thalassemic erythroblasts, confirming a dependence on plek2 in β-thalassemia. We thus next explored the specific mechanism of plek2 function in β-thalassemic erythropoiesis.

### In vitro knockdown of pleckstrin-2 in early stage erythroblasts negatively affects β-thalassemic erythroblast enucleation

We have previously shown that apoTf treatment reverses both elevated serum Epo concentration in β-thalassemic mice^13^ and the enucleation defect in β-thalassemic erythroblasts^31^. Because plek2 expression is STAT-dependent^25^ and its downregulation leads to decreased enucleation in erythroblasts^24^, we hypothesize that increased plek2 prevents an even greater decrease in β-thalassemic erythroblast enucleation. To test this hypothesis and better understand the dependency of β-thalassemic erythropoiesis on plek2, we knocked down plek2 expression in early erythroblasts (CFU-E) using shRNA in FLCs from WT and β-thalassemic embryos. We were able to accomplish a significant decrease in plek2 expression using this method (Supplementary Fig. 4a; and full blot Supplementary Fig. 10). Cultured control non-targeting short hairpin RNA (nt-shRNA) β-thalassemic FLCs demonstrate the expected increased fraction of erythroid precursors (Fig. 3a, Q2) and decreased enucleation (Fig. 3a, Q4) compared to nt-shRNA WT FLCs^31^. Furthermore, plek2 knockdown resulted in significantly fewer nucleated and enucleated cells in both WT and β-thalassemic FLCs (Fig. 3a, Q6 and Q8), demonstrating a 2–3-fold greater negative impact in β-thalassemic relative to WT FLCs (Fig. 3b). In addition, plek2 knockdown increased the fraction of dead cells in both WT and β-thalassemic plek2-shRNA (Fig. 3c). Finally, persistent suppression of enucleation was evident even 72 h after plek2-shRNA transfection in cultured β-thalassemic FLCs but to a degree similar to effect in WT cells (Supplementary Fig. 4b). These results are consistent with previously reported defective enucleation and consequent cell death due to actin cytoskeletal disruption^24^, further confirming the dependence of β-thalassemic erythroblasts on plek2 by preventing worsening of the enucleation defect.

**Fig. 3:**
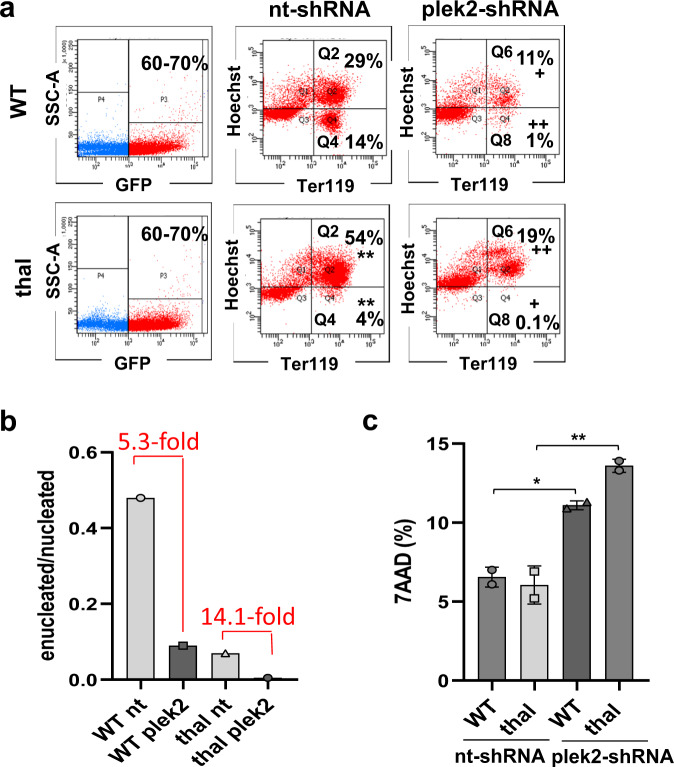
Pleckstrin-2 knockdown in vitro induces cell death and decreases enucleation particularly in fetal liver cells from β-thalassemic embryos. **a** Flow cytometry analysis of nucleated (Q2) and enucleated (Q4) cells after nt-shRNA, and nucleated (Q6) and enucleated (Q8) cells after plek2-shRNA transfection in early stage (CFU-E) erythroblasts derived from Ter119-negative fetal liver cells (FLCs) from E13.5 WT and β-thalassemic embryos, revealing the expected higher degree of proliferation and an enucleation defect in β-thalassemic relative to WT nt-shRNA transfected cells; plek2-shRNA transfection result in a decreased fraction of nucleated (Q6) and enucleated (Q8) cells in WT and β-thalassemic cells. **b** Flow cytometry analysis of (**a**) demonstrates a more severe effect on enucleation in β-thalassemic plek2-shRNA transfected cells compared to WT plek2-shRNA transfected cells. **c** Flow cytometry analysis of cell death using 7-AAD demonstrates no difference between WT and β-thalassemic nt-shRNA transfected FLCs with significant increase in cell death in plek2-shRNA transfected WT and especially β-thalassemic FLCs (from (**a**)). (*n* = 3 mice/group, experiment repeated twice). All data are reported as mean ± s.e.m. and *p* < 0.05 (one-way ANOVA) was considered statistically significant. (**p ≤ 0.005 vs. WT nt-shRNA; ^+^*p* ≤ 0.05 vs. nt-shRNA; ^++^*p* ≤ 0.005 vs. nt-shRNA) WT = wild type; plek2 = pleckstrin-2; MFI = mean fluorescence index; GFP = green fluorescent protein.

We also repeated this experiment with a delayed knockdown to evaluate the effect of plek2 loss in later stage (Pro-E and Baso-E) erythropoiesis. We also demonstrate a significant decrease in plek2 expression in these experiments (Supplementary Fig. 4c; and full blot Supplementary Fig. 10). Results from nt-shRNA FLCs confirm more erythroid precursors (Supplementary Fig. 4d, Q2) and less enucleation (Supplementary Fig. 4d, Q4) in β-thalassemic relative to WT embryos^35^. Delayed plek2 knockdown in later stage erythroblasts results in a smaller decrease in enucleation (Supplementary Fig. 4d, Q8) but no decrease in nucleated erythroblasts in both WT and β-thalassemic FLCs (Supplementary Fig. 4d, Q6). These results demonstrate that the importance of plek2 in erythroblast enucleation is a consequence of its role especially in early stages of erythropoiesis.

### Pleckstrin-2 membrane localization and activation occurs earlier during β-thalassemic erythroid differentiation

We next set out to explore the mechanism of plek2 effect on apoptosis and enucleation in β-thalassemic erythroblasts. Plek2 is important for cytoskeletal integrity during erythropoiesis^24,26^. Plek2 membrane localization requires phosphoinositide 3-kinase (PI3K) downstream of Epo:EpoR signaling^27,36^, and PI3K-generated membrane-bound phospholipids recruit plek2 to the cell membrane where it is functionally active^36^. We hypothesize that in addition to increased plek2 protein expression, the high Epo level in β-thalassemia increases plek2 erythroblast membrane localization. Using immunofluorescence, we determine for the first time that in sorted WT bone marrow erythroblasts, plek2 membrane localization increases subsequent to Pro-Es (Supplementary Fig. 5a), but plek2 is already membrane associated in Pro-Es in β-thalassemic erythroblasts (Fig. 4a), decreasing after the Baso-E stage (Supplementary Fig. 5b). Quantification of the percentage of plek2 membrane localization demonstrates an earlier activation (Fig. 4b) and 2-fold increase of membrane plek2 in early erythropoiesis (Fig. 4b, c) in β-thalassemic mice relative to WT, which is normalized in apoTf-treated β-thalassemic erythroblasts (Fig. 4b, c). No differences in plek2 membrane localization are evident in later stages (Fig. 4d, e), reinforcing the importance of plek2 expression, membrane localization, and consequent activation at earlier stages in β-thalassemic erythroblasts.

**Fig. 4:**
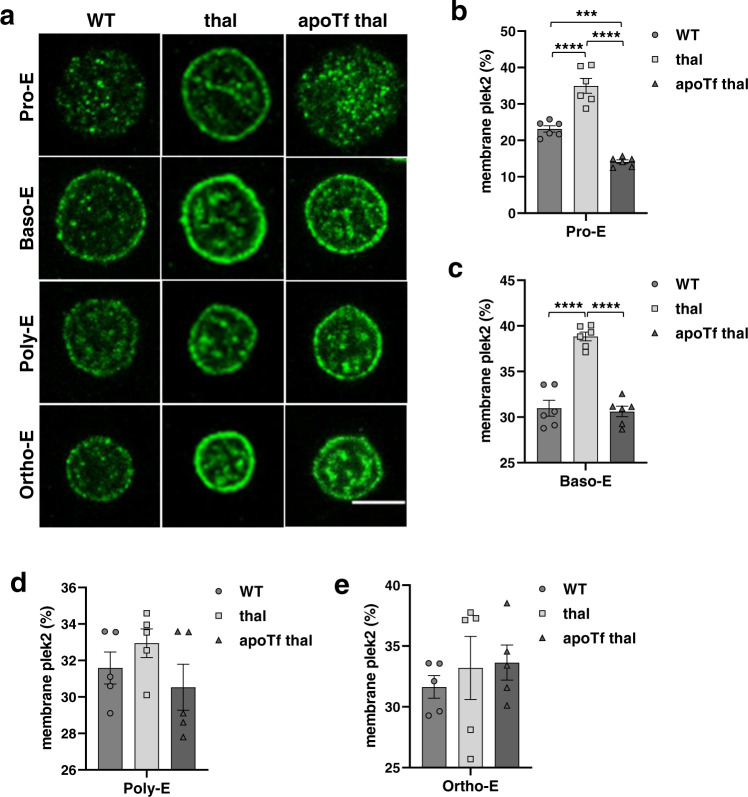
Early pleckstrin-2 activation and membrane localization during β-thalassemic erythroid precursor differentiation. **a** Confocal immunofluorescence microscopy of plek2 (green) localization in sorted (2–3 mice pooled per data point, *n* = 3 data points per category) WT, β-thalassemic, and apoTf-treated β-thalassemic erythroblasts demonstrate an increased percentage of membrane plek2 localization relative to total plek2 in β-thalassemic relative to: **b** WT Pro-E and **c** Baso-E from mice, normalized in apoTf-treated β-thalassemic Pro-E (**b**) and Baso-E (**c**) with no differences in: **d** Poly-E and **e** Ortho-E. The confocal images were representative optical sections of the cell from at least 50 cells in each condition in 2 different experiments. Scale bar 5 µm. All data are reported as mean ± s.e.m. and *p* < 0.05 was considered statistically significant (one-way ANOVA) (*p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005). WT = wild type; apoTf = apo-transferrin; plek2 = pleckstrin-2; Pro-E = pro-erythroblasts; Baso-E = basophilic erythroblasts; Poly-E = polychromatophilic erythroblasts; Ortho-E = orthochromatophilic erythroblasts.

### Earlier activation of pleckstrin-2 decreases apoptosis in early stage β-thalassemic erythroblasts

To further confirm that plek2 functions by an Epo-downstream mechanism to prevent apoptosis in conditions of expanded erythropoiesis, we phlebotomy-induced stress erythropoiesis, demonstrating an increased number of bone marrow erythroid precursors (Supplementary Fig. 6a) and increased erythroblast ROS (Supplementary Fig. 6b) without increased apoptosis (Supplementary Fig. 6c). Quantification of immunofluorescence in phlebotomized WT erythroblasts again revealed 2-fold increased membrane plek2 localization (Supplementary Fig. 6d) in erythroblasts, confirming the dependence of plek2 activation on Epo/EpoR signaling and association between increased ROS without increased apoptosis.

We next hypothesized that an increase in membrane-associated and activated plek2 protects β-thalassemic erythroblasts from obligatory high ROS in early stage erythroblasts (Fig. 1a) and accounts for the lack of increased apoptosis (Fig. 2g) in β-thalassemic relative to WT erythroblasts (Fig. 2h)^13^. Recently published evidence suggested that plek2 binds cofilin to prevent cofilin translocation to the mitochondria to prevent erythroblast apoptosis in the setting of increased ROS^24^. We thus explored the effect of increased plek2 expression, membrane localization, and activation on cofilin expression and localization in β-thalassemic mouse erythroblasts. Our results demonstrate that cofilin protein concentration does not differ between WT, β-thalassemic, and apoTf-treated β-thalassemic mice in bone marrow erythroblasts as a whole (Fig. 5a, b; and full blot Supplementary Fig. 10) or more specifically in Pro-E (Fig. 5c, d), with a decrease in expression after apoTf treatment only in later stage erythroblasts (Supplementary Fig. 7a, b). However, plek2:cofilin co-localization is higher in β-thalassemic Pro-Es, partially restored in apoTf-treated β-thalassemic mice (Fig. 5e, f); no differences in plek2:cofilin co-localization is evident in late stages of terminal erythropoiesis (Supplementary Fig. 7c, d). These results support the rationale for the functional significance of increased membrane localization and consequent activated plek2 also in β-thalassemic erythroblasts, specifically in early stage erythroblasts when ROS levels are highest, and complement previously delineated mechanisms for plek2 function in normal erythropoiesis^24^.

**Fig. 5:**
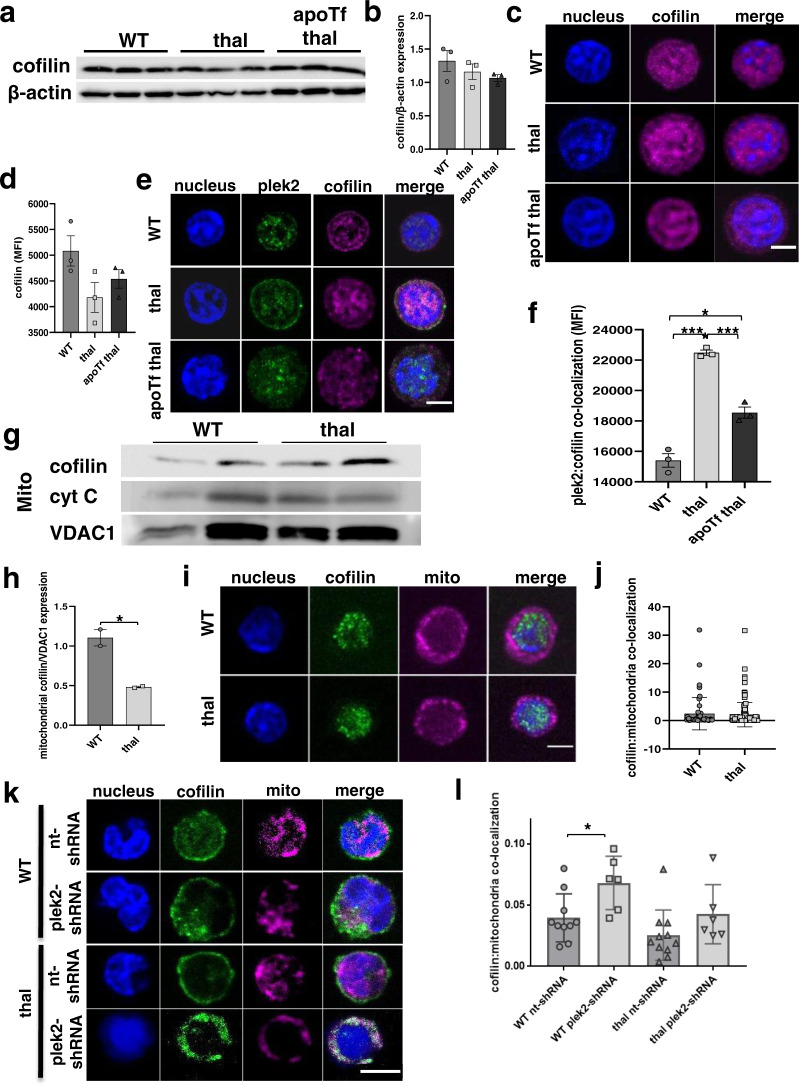
Pleckstrin-2 activation and cofilin binding prevents mitochondrial translocation of cofilin in β-thalassemic erythroblasts. **a** Western blot analysis of cofilin protein concentration in bone marrow erythroblasts from WT, β-thalassemic, and apoTf β-thalassemic mice (*n* = 3 mice/group; MW = cofilin 19 kDa, actin 42 kDa). **b** Statistical analysis of (**a**) demonstrates no differences in cofilin protein concentration between erythroblasts from WT, β-thalassemic, and apoTf β-thalassemic erythroblasts. **c** Confocal immunofluorescence microscopy of cofilin expression in sorted (2–3 mice pooled per data point, *n* = 3–4 data points per category) Pro-Es from WT, β-thalassemic, and apoTf-treated β-thalassemic mice. **d** Statistical analysis of cofilin MFI in (**c**) demonstrates no differences between Pro-Es from WT, β-thalassemic, and apoTf-treated β-thalassemic mice. **e** Confocal immunofluorescence microscopy of plek2 and cofilin co-localization in sorted (2–3 mice pooled per data point, *n* = 3–4 data points per category) Pro-E from WT, β-thalassemic, and apoTf-treated β-thalassemic mice. The confocal images are representative optical sections of at least 50 cells in each condition in 2 different experiments. Scale bar 5 µm. **f** MFI of plek2:cofilin co-localizations in Pro-Es from WT, β-thalassemic, and apoTf-treated β-thalassemic mice demonstrates higher co-localization predominantly in β-thalassemic relative to WT, normalized after apoTf treatment. All data are reported as mean ± s.e.m. and *p* < 0.05 (one-way ANOVA) is considered statistically significant. **g** Western blot analysis and **h** quantification of mitochondrial cofilin expression demonstrates no differences in cofilin translocation to the mitochondria in bone marrow erythroblasts from β-thalassemic relative to WT mice. (MW = cofilin 19 kDa, cytochrome *c* 14 kDa, VDAC1 35 kDa). **i** Confocal immunofluorescence microscopy of cofilin (green) and mitochondria (magenta) co-localization in Pro-E from WT and β-thalassemic mice. Scale bar 30 µm. The confocal images are representative of at least 20 cells analyzed in each condition. **j** Statistical analysis of (**i**) demonstrates no difference in cofilin/mitochondria co-localization in β-thalassemic erythroblasts compared to WT. **k** Confocal immunofluorescence microscopy of cofilin (green) and mitochondria (magenta) co-localization in fetal liver cells from WT and β-thalassemic mice transfected with either nt-shRNA or plek2-shRNA. Scale bar 50 µm. The confocal images are representative of at least 20 cells analyzed in each condition. **l** Statistical analysis of (**k**) demonstrates borderline decreased cofilin/mitochondria co-localization in nt-shRNA β-thalassemic erythroblasts compared to nt-shRNA WT (*p* = 0.06) as well as increased cofilin/mitochondria co-localization in both WT and borderline increased cofilin/mitochondria co-localization β-thalassemic (*p* = 0.07) erythroblasts transfected with plek2-shRNA compared to their respective controls (nt-shRNA). All data are reported as mean ± s.e.m. and *p* < 0.05 was considered statistically significant (Student’s unpaired *t*-test) (*p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005). WT = wild type; apoTf = apo-transferrin; plek2 = pleckstrin-2; Pro-E = pro-erythroblasts; Baso-E = basophilic erythroblasts; Poly-E = polychromatophilic erythroblasts; Ortho-E = orthochromatophilic erythroblasts; MFI = mean fluorescent index.

To assess whether plek2 is involved in preventing ROS-induced apoptosis, we next analyze whether plek2 functions by binding cofilin also in β-thalassemic erythroblasts, by preventing cofilin translocation to the mitochondria in high-ROS states^24^. We demonstrate a decrease in mitochondrial cofilin in β-thalassemic relative to WT bone marrow erythroblasts as a whole (Fig. 5g, h; and full blot Supplementary Fig. 10), despite elevated ROS. We further evaluate the effect of plek2:cofilin interaction on cofilin mitochondrial translocation specifically in Pro-Es, in which ROS and plek2:cofilin co-localization are highest. We demonstrate that mitochondrial cofilin is not increased in β-thalassemic relative to WT Pro-Es (Fig. 5i, j). We also analyze mitochondrial cofilin in vitro in nt-shRNA and plek2-shRNA transduced WT and β-thalassemic FLCs. We demonstrate that mitochondrial cofilin is borderline decreased in β-thalassemic relative to WT nt-shRNA transduced FLCs, increased in WT plek2-shRNA (vs. nt-shRNA) transduced FLCs, and borderline increased in β-thalassemic plek2-shRNA (vs. nt-shRNA) transduced FLCs (Fig. 5k, l). These findings confirm that mitochondrial cofilin in β-thalassemic erythroblasts does not increase despite increased ROS in vivo, is borderline decreased relative to WT erythroblasts in vitro, and that mitochondrial cofilin is increased in plek2 knockdown experiments in early stage erythroblasts in vitro. Overall, these results demonstrate that plek2—via its known interaction with cofilin, preventing apoptosis in high-ROS states by blocking mitochondrial translocation of cofilin—serves a compensatory anti-apoptotic function in β-thalassemic erythroblasts.

### Pleckstrin-2 binds and activates RacGTPase to enhance erythroblast enucleation in β-thalassemic mice

A role for plek2 in enucleation has also been postulated^24^, and other PH-domain-containing proteins have been shown to promote activated Rac formation, a central molecular switch in many signaling pathways^37^. Because β-thalassemic erythroblasts exhibit an enucleation defect^31^, we next evaluate mechanism by which plek2 impacts enucleation in β-thalassemic erythroblasts. Because RacGTPases are essential in erythroblast enucleation^9^, we hypothesize that increased β-thalassemic erythroblast plek2 expression, membrane localization, and consequence activation enhances Rac1 activation through increased plek2 and Rac1 interaction^36^. To address this hypothesis, we first explore Rac1 protein expression, demonstrating no changes in β-thalassemic relative to WT and apoTf-treated β-thalassemic bone marrow erythroblasts as a whole (Fig. 6a, b; and full blot Supplementary Fig. 10). We then evaluate plek2 and Rac1 interaction by performing the well-established proximity ligation assay (PLA)^38–40^ specifically in Pro-E. We demonstrate increased plek2:Rac1 interaction in β-thalassemic relative to WT Pro-E which is normalized after apoTf treatment (Fig. 6c, d), with no differences in later erythroblast stages (Supplementary Fig. 8a, b).

**Fig. 6:**
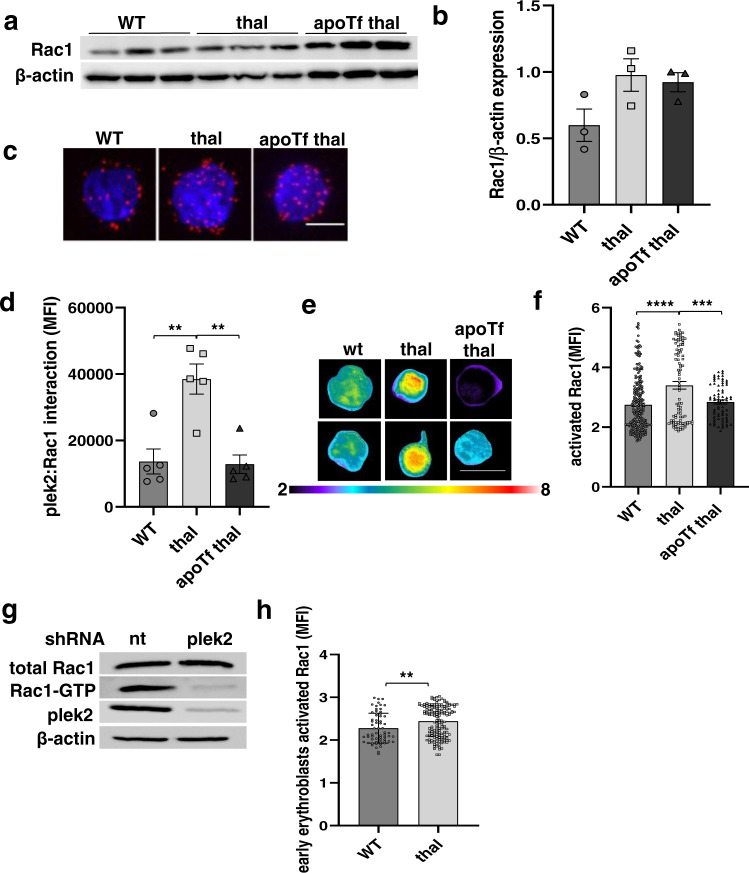
Pleckstrin-2 interacts with and results in RacGTPase activation in erythroid precursors. **a** Western blot for Rac1 expression in bone marrow erythroblasts from WT, β-thalassemic, and apoTf-treated β-thalassemic mice. **b** Statistical analysis of (**a**) reveals no difference in Rac1 expression between groups (*n* = 3 mice/group; MW = Rac1 21 kDa, actin 42 kDa). **c** Confocal immunofluorescence microscopy of Rac1 and plek2 interaction (red) using the proximity ligation assay in sorted bone marrow Pro-Es from (2–3 mice pooled per data point, *n* = 3 data points per category) WT, β-thalassemic, and apoTf-treated β-thalassemic mice. Scale bar 5 µm. **d** Statistical analysis of (**c**) quantifying Rac1 and plek2 interaction, demonstrating increased interaction in Pro-E from β-thalassemic relative to WT mice, normalized after apoTf treatment. **e** FRET of activated Rac1 in erythroblasts from WT, β-thalassemic, and apoTf-treated β-thalassemic mice. Scale bar 10 µm. The images are representative cells from at least 20 cells analyzed in each condition. **f** Statistical analysis of (**e**) reveals more activated Rac1 in β-thalassemic relative to WT erythroblasts, normalized after apoTf treatment. All data are reported as mean ± s.e.m. and *p* < 0.05 is considered statistically significant (one-way ANOVA). **g** Activated Rac1 pull-down from fetal liver cells from E13.5 WT embryos transfected with nt-shRNA and plek2-shRNA (MW = plek2 38 kDa, Rac1 21 kDa, actin 42 kDa). **h** Statistical analysis of activated Rac1 FRET in WT and β-thalassemic erythroblasts (*n* = 4 mice/group) cultured for 24 h (early erythroblasts) reveals more activated Rac1 in β-thalassemic relative to WT. All data are reported as mean ± s.e.m. and *p* < 0.05 is considered statistically significant (Student’s unpaired *t*-test). All data are reported as mean ± s.e.m. and *p* < 0.05 was considered statistically significant (two-way ANOVA) (*p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005). WT = wild type; thal = β-thalassemic; apoTf = apo-transferrin; plek2 = pleckstrin-2; MFI = mean florescence index; Pro-E = pro-erythroblasts; Baso-E = basophilic erythroblasts; Poly-E = polychromatophilic erythroblasts; Ortho-E = orthochromatophilic erythroblasts; FLC = fetal liver cell.

We next hypothesized that plek2:Rac1 interaction influences Rac1 activity in early stage erythroblasts. To explore this hypothesis, we quantified Rac1 activity by transfecting erythroblast from WT, β-thalassemic, and apoTf-treated β-thalassemic mice with a biosensor for activated Rac1^41^. This approach enables quantification of FRET signal, another well-established method for determining protein–protein interaction. We demonstrate that Rac1 activation is increased in β-thalassemic bone marrow erythroblasts as a whole compared to WT and normalized after apoTf-treatment (Fig. 6e, f). Taken together, these findings confirm a strong correlation between plek2:Rac1 interaction and Rac1 activation also in β-thalassemic erythroblasts.

Finally, to evaluate if the increased Rac1 activation is a direct consequence of increased plek2:Rac1 interaction, we performed a pull-down of activated Rac1 from WT FLC transfected with either nt-shRNA or plek2-shRNA, demonstrating decreased Rac1 activation in plek2-shRNA transfected WT FLC compared to the control (Fig. 6g; and full blot Supplementary Fig. 10). To clarify the significance of Rac1 activation in early and late stages of terminal erythropoiesis in vivo, FLCs cultured for 24 h (early erythroblasts) and 48 h (late erythroblasts) demonstrate increased activated Rac1 only in early (Fig. 6h) but not later stage (Supplementary Fig. 8c) β-thalassemic erythroblasts, again underlying the importance of changes in early stage of erythropoiesis. Lastly, using a specific Rac1 inhibitor, NSC23766^7,35,42^, we evaluate the effect of Rac1 inhibition in both WT and β-thalassemic FLCs in early stage erythroblasts. The effect of NSC23766 on enucleation is dose dependent but does not disproportionately impact β-thalassemic relative to WT erythroblasts (Supplementary Fig. 9), confirming that plek2 enhances Rac1 activation and prevents worsening of Rac1-mediated enucleation in β-thalassemic erythroblasts.

## Discussion

In the current work, we utilize the reversal of ineffective erythropoiesis in apoTf-treated β-thalassemic mice as a tool to evaluate the regulatory nodes downstream of Epo to gain a mechanistic understanding of dysfunctional erythropoiesis and its compensation in β-thalassemia. Taken together, our findings demonstrate that, while the loss of plek2 leads to a mild phenotype in a WT background^25^, plek2 loss in β-thalassemic mice results in an embryonic lethal phenotype with worsening ineffective erythropoiesis and more apoptosis in vivo as well as decreased enucleation in vitro, confirming an important compensatory function of plek2 in β-thalassemic erythropoiesis.

Currently, understanding of what causes ineffective erythropoiesis is limited to a disease-causing impairment of erythroid differentiation^28^ and erythroblast apoptosis, possibly resulting from increased ROS and/or hemichrome deposition in β-thalassemia, leading to anemia. As a consequence, anemia results in increased serum Epo, leading to an anti-apoptosis effect and expanded erythropoiesis^43,44^ without recovery from anemia. Recent evidence indicates that Epo and iron are required for ROS generation in erythroblasts, and that ROS are necessary for terminal erythropoiesis^29^. However, because unchecked ROS accumulation results in shortened RBC survival and anemia^45–49^, ROS generation is both critical and potentially toxic, requiring significant coordination during erythropoiesis with particular importance for mitigating increased ROS in conditions of ineffective erythropoiesis as in β-thalassemia.

We and others previously demonstrate that erythroblast ROS are increased without increasing apoptosis in β-thalassemic mouse models^13,28^. Our current data confirm that ROS levels are highest in early stage erythroblasts, decrease during progressive stages of normal erythroid differentiation^29,50^, and decrease only in Pro-Es from apoTf-treated β-thalassemic mice. These results extend previously demonstrated function of plek2 in erythropoiesis—by interacting with cofilin, preventing cofilin’s translocation to the mitochondria, and inhibiting the apoptosis pathway in response to increased ROS^23,24^—to an even greater degree in β-thalassemic erythroblasts, and indicate that increased ROS in late stage erythroblasts are insufficient to induce ineffective erythropoiesis in β-thalassemia. Thus, decreased plek2 enables apoptosis in response to increased ROS in β-thalassemic erythroblasts (Fig. 7a, b).

**Fig. 7:**
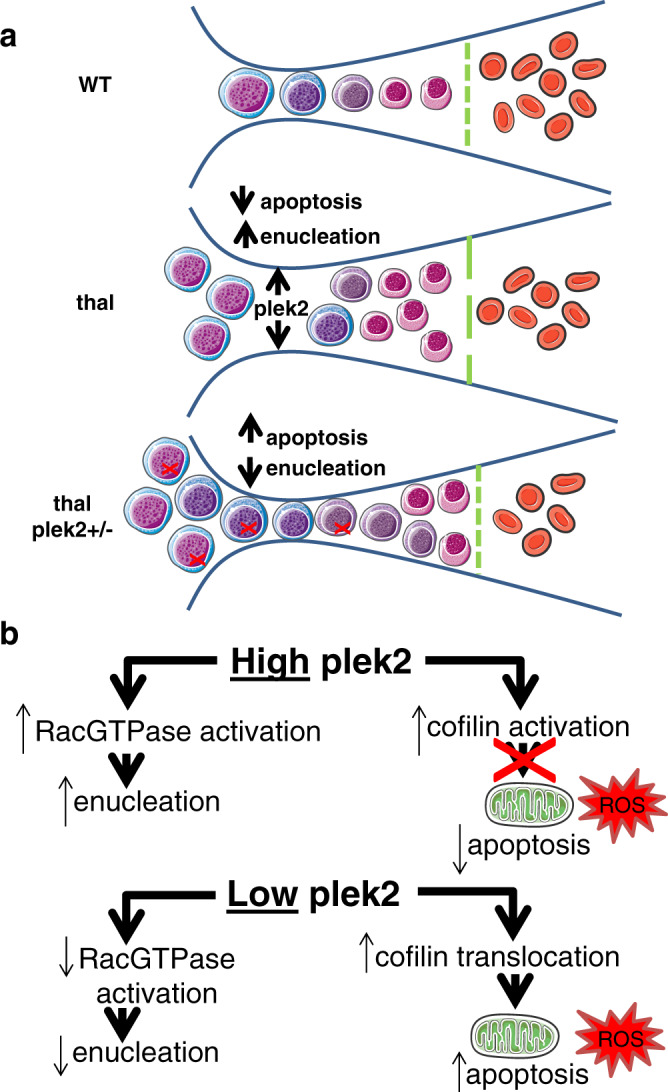
Mechanism by which pleckstrin-2 supports proliferation, decreases apoptosis, and enhances enucleation in ineffective erythropoiesis. **a** The normal balance of differentiation and proliferation enables effective erythropoiesis in WT mouse bone marrow. In β-thalassemic bone marrows, ineffective erythropoiesis results from an imbalance, with relatively more proliferating erythroblasts that differentiate and enucleate to form mature RBCs. When ROS are increased in β-thalassemic erythroblasts, elevated Epo enables multiple downstream mechanisms. Plek2 serves as a mechanism downstream of Epo by which more β-thalassemic erythroblasts evade apoptosis and increase erythroblast enucleation (green line). In thal plek2+/− bone marrow, more erythroblasts undergo apoptosis (red X) and fewer enucleate (green line), resulting in worsening anemia compared with β-thalassemic mice. **b** When membrane-associated pleckstrin-2 is increased, it’s binding to cofilin and consequent prevention of cofilin translocation to the mitochondria results in decreased apoptosis despite elevation of ROS in β-thalassemic erythroblasts. In addition, interaction with and activation of Rac1 results in enhanced enucleation in high-pleckstrin-2 states. Thus, when membrane-associated pleckstrin-2 is decreased in the setting of increased erythroblast ROS, relatively more cofilin translocation to the mitochondria leads to apoptosis and decreased Rac1 activation results in relatively decreased enucleation, leading to worsening ineffective erythropoiesis in β-thalassemia. WT = wild type; thal = β-thalassemia; plek2 = pleckstrin-2; ROS = reactive oxygen species.

Furthermore, Epo also activates RacGTPase, known to play an essential role in both early and late stages of terminal erythropoiesis^51,52^. RacGTPase activation blockade in early stage erythroblasts and erythroid lineage-specific Rac1/2 knockout mice leads to decreased erythroblast differentiation and induces apoptosis^51,53^. Treatment of later stage erythroblasts with mutant Rac1 or Rac2 dramatically inhibits enucleation, confirming in vivo findings of enucleation blockade in Rac1/2/3 knockout mice^54^. Previous reports, using fluorescent microscopy and co-IP, demonstrate that plek2 and Rac1 are in close proximity in a manner unaffected by the activation state of Rac^55^. We demonstrate for the first time that increased plek2:Rac1 interaction correlates with enhanced Rac1 activation during erythroid differentiation in β-thalassemic mice. We also show that plek2 knockdown impairs enucleation also in β-thalassemic erythroblasts, likely via the known effect of decreased Rac1 activation on enucleation. These experiments can be further extended using Rac agonists in plek2 knockout erythroblasts to evaluate whether impaired enucleation is rescued.

In conclusion, our findings provide compelling mechanistic evidence for a critical role of plek2 in preventing apoptosis and enhancing enucleation during β-thalassemic erythropoiesis and as a useful marker of ineffective erythropoiesis. In addition, these findings implicate plek2 as a viable target downstream of Epo signaling for development of therapeutics in multiple diseases of dysregulated erythropoiesis.

## Methods

### Mice

C57BL6 (WT) and β-thalassemic (*Hbb*^*th1/th1*^ and *Hbb*^*th3/+*^ (thal))^56,57^ mice on a mixed background used for in vivo and FLC-derived erythroblasts were originally purchased from The Jackson Laboratories. Plek2 heterozygous mice (plek2+/−) were generated in the laboratory of Dr. Charles Abrams (UPenn, Philadelphia, PA)^25^. All experiments were conducted using 3–4 month old gender-matched mice. Progeny of plek2+/− mice crossed with th3/+ mice were generated to characterize double heterozygote mice (thal plek2+/−). Mice were treated with 10 mg of human apoTf (CSL Behring, Kankakee, IL) via intraperitoneal injection for 20 days^58^. Phlebotomy was performed via retro-orbital puncture with an average total of 0.4 mL of blood removed over 2 days; mice were sacrificed 24 h after the second phlebotomy. All mice were bred, housed, and sacrificed in the animal facility under AAALAC guidelines; all studies were approved by the Institutional Animal Care and Use Committee. To enable sufficient number of cells, pooling of 2–3 mice per data point was required in all sorting experiments, including RNA sequencing, immunofluorescence, PLA, FRET, and subcellular fractionation analyses (see below).

### Flow cytometry

Bone marrow cells were incubated with anti-CD45 magnetic beads (Mylteni, 130-052-301) and incubated with anti-mouse TER119-phycoerythrin Cy7 (PE-Cy7) (BioLegend, 116222), CD44-allophycocyanin (APC) (Tonbo, Biosciences, 20-0441-U100), and CD71-PE (BD Pharmigen, 553267)^2,59^. Erythroblast ROS and apoptosis quantification were performed using immunostaining for ROS and activated caspase 3 (Invitrogen, C6827 and C10423, respectively). Samples were analyzed using either FACSCanto I or LSRFortessa flow cytometer (BD Biosciences). Cell sorting was performed on a CSML4 Cell Sorter (BD Biosciences) using DIVA Software.

### Quantitative real-time PCR

RNA was purified from bone marrow erythroblasts using PureLink RNA Mini Kit (Ambion, Life Technology, 12183020) and analyzed with SuperScript III Platinum SYBR Green One-Step quantitative real-time polymerase chain reaction kit (Invitrogen, 11736059) according to the manufacturer’s protocols. Primers used for the PCR are: plek2-forward AAAGACCTTTCTGGGCTCCT, plek2-reverse CCCTACTGGCCTGAGAAAGT; FasL-forward ACCGGTGGTATTTTTCATGG, FasL-reverse TTTAAGGCTTTGGTTGGTGA; Fam132b-forward ATGGGGCTGGAGAACAGC, Fam132b-reverse TGGCATTGTCCAAGAAGACA. Cycle threshold (Ct) values were calculated by the CFX Manager^TM^ Software. Relative gene expression levels were expressed as the difference in Ct values (ΔCt) of the target gene and the housekeeping gene GAPDH as described^60^ in each sample and normalized to GAPDH expression. All PCRs were performed in triplicate.

### RNA sequencing

Total RNA was extracted from freshly sorted bone marrow Pro-E and stored at −80 °C until processing. The library preparation was performed using polyA^+^-enriched RNA according to the manufacturer’s instructions (Illumina) and then sequenced on a Solexa sequencing cell. Reads were aligned using STAR against mm10 with –outFilterMultimapNmax 1 option. Differential expression analysis and FPKM (fragments for kilobase millions) levels were calculated using Homer and EdgeR using all 3 replicates for each experiment, counting reads within exons on both strands at the gene level. AnalyzeRepeats.pl rna mm10 -strand both -count exons –condenseGenes. Average FPKM values were calculated for each category using all 3 replicates for each group of sorted Pro-E.

### Western blot

Bone marrow and FLC-derived CD45^−^ erythroblasts were lysed with protease inhibitors (Protease Inhibitor Cocktail Tablets, Roche), quantified, separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) using 10–12% polyacrylamide gels, and transferred to nitrocellulose membrane (Bio-Rad). Membranes were blocked for 1 h in TBST (10 mM Tris-HCl, pH 8.0; 150 mM NaCl; 0.05% Tween 20) containing 5% skim milk or 5% BSA, followed by overnight incubation with commercially available primary antibodies (anti-plek2 1:1000 (Proteintech, 11685-1-AP); anti-cofilin 1:1000 (Santa Cruz, sc-376476); anti-Rac1 1:1000 (Cell Signaling Technology, 2465); anti-VDAC1 1:1000 (Millipore, MABN504); anti-cytochrome *c* 1:1000 (Abcam, ab90529); and anti-GAPDH 1:4000 (Invitrogen)). Blots were washed and incubated for 1 h at room temperature (RT) with the secondary antibody (horseradish peroxidase (HRP) conjugated (Thermo Scientific)). Immunoreactive bands were visualized by the enhanced chemiluminescence (ECL) method (Amersham Bioscience) according to standard procedures. For mitochondria fractionation and activated Rac1 pull-down (Thermo Scientific, 89,874 and 16,118, respectively), samples were processed according to the manufacturer’s instructions.

### Cell culture

FLCs were isolated from genotyped E13.5 embryos, dissociated and filtered. Total TER119-negative FLCs were isolated using biotin anti-mouse TER-119 antibody (1:100), infected with retroviruses (plek2-shRNA) and nt-shRNA (non-targeting control-shRNA), and seeded (at a cell density of 3 × 10^5^ cells/mL) in fibronectin-coated wells (BD Discovery Labware, Bedford, MA). To evaluate the effects on early stages of erythropoiesis, purified cells were cultured for 12 h in Epo-free media with stem cell factor (SCF), interleukin-6, and FTL3 ligand (SCF media) to maintain their progenitor status, maintain cell survival, and allow the expression of the infected shRNA. The cells were then transferred to Epo-containing media (Iscove’s modified Dulbecco’s medium (IMDM) containing 15% FBS, 1% detoxified BSA (Sigma-Aldrich), 200 μg/mL holo-transferrin (Sigma), 10 μg/mL recombinant human insulin (Sigma-Aldrich), 2 mM L-glutamine, 10.4 M mercaptoethanol, and 2 U/mL recombinant human Epo (Amgen)), and continually cultured for 2 days. To study late stage terminal erythropoiesis, cells were immediately cultured in Epo media after infection. Samples were collected at 24 and 48 h after resuspension in Epo-containing media for proliferation and enucleation analysis by flow cytometry, and for Rac pull-down. To specifically inhibit Rac1 and ROS in early stage of erythropoiesis, infected cells after expansion were treated with different concentrations of NSC23766 (Sigma, SML0952)^7,24,35,42^ or ROS scavenger N-acetyl-cysteine (NAC, Sigma, A7250).

### Immunofluorescence

A total of 2–3 × 10^5^ bone marrow cells or FLCs were seeded on glass coverslips coated with poly-L-lysine (Corning BioCoat^TM^ 12 mm diameter) in 24-well plates, fixed with 4% paraformaldehyde in PBS, pH 7.2 at RT for 20 min, and permeabilized with ice-cold 0.1% Triton X-100 in PBS for 10 min.

For mitochondrial staining, cells were resuspended in pre-warmed staining solution containing the MitoTracker probe (Invitrogen, M22426) before permeabilization/fixation. Cells were then stained with rabbit anti-plek2 (1:100 (Proteintech)), mouse anti-cofilin (1:250 (Santa Cruz)) antibodies overnight at 4 °C. After washing in PBS, Alexa Fluor^®^488 goat anti-rabbit IgG (1:500, Invitrogen), Alexa Fluor^®^647 donkey-anti-mouse IgG (1:500 (Jackson Immunoresearch)) were added for 1 h at RT. Nuclei were identified using DAPI-Antifade (Molecular Probes). For analyses, for each high-power field, regions of interest (ROI) were defined by creating binary image masks through automatic thresholding of DAPI and plek2 positive staining. Noise was filtered out by applying a median filter (3 × 3 pixel radius). A cytoplasmic ROI was created by subtracting the DAPI staining mask (nuclear ROI) from the plek2 mask, and each of these ROI masks were applied to the original plek2 staining images to separate nuclear and cytoplasmic staining within each high-power field.

Data were exported from ImageJ and used to generate histograms into Microsoft Excel software. Analysis for plek2 nuclear:cytoplasmic localization during erythroid differentiation was performed with nuclear:cytoplasmic ratio as a relative measure of plek2 nuclear localization^61^. Nuclear and cytoplasmic histogram data were first normalized for the total number of cells/nuclei included in the analysis and then comparison was made of the average of staining intensities. For cofilin expression analysis, each high field was quantified for the mean fluorescence intensity and normalized for the total number of cells/nuclei by ImageJ software.

For mitochondrial cofilin co-localization, for each high-power field, ROI were defined by creating binary image masks through thresholding. Each of these ROI masks were then compared, by the image calculator, and subjected to a 3D object counter to obtain the overlap volumes (volumes shared by cofilin and mitochondrial positive staining) by using ImageJ software.

Microscopy was performed on a TCS SP5 confocal microscope (Leica Microsystems Heidelberg, Manheim, Germany) equipped with an Apo CS Lambda Blue 63 × 1.40 NA oil objective. Images (1024 × 1024) were acquired at 700 Hz in frame sequential mode, 2.7 zoom. All microscope settings were identical to enable direct comparison between groups. All cells were analyzed at the 3 most central Z stacks per cell.

### Proximity ligation assay

Cells were prepared as per immunofluorescence as above. Two primary antibodies selected from two different host species (rabbit anti-plek2, 1:100 (Proteintech); mouse anti-Rac1, 1:250 (BD Bioscience, 610650)) are used together with the generic Duolink species-specific secondary antibodies containing unique DNA strands that template the hybridization of added oligonucleotides. When in close proximity (<40 nm), the oligonucleotides are ligated by a ligase to form a circular template. This template, still anchored to the antibody, is subsequently amplified and detected using complementary labeled oligonucleotide probes^62–64^. The resulting distinct spots were derived from single-molecule protein interaction events.

Quantifications of PLA mean fluorescence intensity per cell was performed by using ImageJ software. PLA was performed using Duolink^®^ In Situ Red Starter Kit Mouse/Rabbit (Sigma, DUO92101-1KT), according to the manufacturer’s instructions. Final resultant images were visualized using TCS SP5 confocal microscope (Leica Microsystems Heidelberg, Manheim, Germany) equipped with an Apo CS Lambda Blue 63 × 1.40 NA oil objective. Images (1024 × 1024) were acquired at 700 Hz in frame sequential mode, 2.7 zoom.

### Biosensor assay and FRET analysis

Mouse bone marrow erythroblasts were transfected with the biosensor expression construct, using jetPRIME DNA (0.75 μg of DNA for 2.25 μL of het prime for a 12-well plate) and siRNA transfection reagent (ThermoFisher). The cells were plated at 2 × 10^5^ cells/mL density on glass coverslips coated with poly-L-lysine (Corning BioCoat^TM^ 12 mm diameter) and cultured for 24 h to allow the expression of the biosensor. Cells were then fixed in 4% PFA and imaged using a Leica DMi8 widefield microscope (Leica Microsystems Heidelberg, Manheim, Germany) equipped with a Spectra X LED light source and a monochromatic camera DFC 9000 GT (Leica, 2048 × 2048 pixels, 16 bit). CFP and FRET images were acquired with a 63 × 1.40 NA OIL HC PL APO objective by exciting with a 440 nm LED line and using a 430/24 excitation filter, 455,515 double dichroic, and 470/24 or 535/30 emission filter for CFP or FRET detection, respectively^41^. For each image, background was subtracted in CFP and FRET channel. Then a binary mask was generated through intensity thresholding and was applied to the matched FRET channel and CFP image. Noise was filtered out with a median filter (radius = 10 pixel). Final FRET images were obtained by dividing FRET by CFP channel. A linear pseudo color lookup table was applied, and the ratio values were normalized to the lower scale value. Quantifications of FRET intensity was performed per cell with a standard measurement of a circular ROI set on 100 pixels^65^.

### Generation and transduction of retroviral particles

Retroviral constructs MSCV-IRES-GFP- plek2-shRNA and nt-shRNA were created using HEK293T cells transfected with plasmids and the retroviral packaging construct Pcl-Eco in a 2:1 ratio by TransIT-LT1 transfection reagent (Mirus, MIR2300) according to the manufacturer’s protocols^24^. Viral supernatants were collected after 48–72 h. Retroviral infection was performed by resuspending the purified Ter119-negative FLCs from both WT and th1/th1 mice in viral supernatants with 8 μg/mL polybrene (Sigma) and centrifuged at 1800 rpm for 1.5 h at 37 °C. After spin-infection, the viral supernatants were immediately removed and fresh media added.

### Active Rac1 pull-down and detection

The Active Rac1 Pull-Down and Detection Kit (Thermo Scientific) was used to according to the manufacturer’s instructions. Briefly, pellets from 1 × 10^7^ FLCs infected with both nt-shRNA and plek2-shRNA, as well as CD45^−^ bone marrow erythroblasts were lysed with Lysis/Binding/Wash buffer on ice for 5 min and the supernatants were transferred to a new tube. To ensure the pull-down procedures were working properly, lysates were incubated with 0.5 M EDTA pH 8 and 0.1 mM GTPyS (positive control) or 1 mM GDP (negative control), and the mixture incubated at 30 °C for 15 min with constant agitation. Supernatants were transferred into spin cups with glutathione resin and GST-human Pak1-PBD. The reaction mixtures were incubated at 4 °C for 1 h with gentle rocking, and the resins were then washed 3 times with 400 μL of Lysis/Binding/Wash buffer. Resins were incubated for 2 min with 50 μL of 2× reducing sample buffer and the eluted samples were then heated for 5 min at 95–100 °C and electrophoresed on a 12% acrylamide gel.

### Statistics and reproducibility

All data are reported as mean ± s.e.m. and *p* < 0.05 is considered statistically significant. Significance of differences is determined with either ANOVA or Student’s unpaired *t*-test as appropriate. All analyses and correlations were performed using GraphPad Prism 8. A minimum of *n* = 3 was used in all experiments and when feasible, experiments were repeated to ensure reproducibility.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information.

Supplementary Data 1.

Reporting summary.

Description of Additional Supplementary Files.

## Data Availability

The dataset that supports the findings of this study has been deposited in the GEO repository accession number GSE158839. Source data are available in Supplementary Data 1. All other data supporting the findings of this study are available within the main manuscript or its adjoining supplementary information files. Any additional clarification is available from the corresponding author on reasonable request.

# Supplementary material for: Pleckstrin-2 is essential for erythropoiesis in β-thalassemic mice, reducing apoptosis and enhancing enucleation
**Source:** Commun Biol. 2021 May 3;4:517. doi: 10.1038/s42003-021-02046-9
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files.

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Source Data for all Main and Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

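Polyadenylated RNA of Pro-E sorted from mouse bone marrow was sequenced in 12 libraries, each from 2–3 pooled mice. The 4 groups of 3 libraries were WT and β-thalassemic (Hbb th1/th1) mice given PBS, and WT and β-thalassemic mice given 10 mg of human apoTf per injection (400 mg/kg per day in the deposited labels) for 20 days. The genotype tags in the labels are the opposite of the genotypes in the library titles, and libraries were grouped by title, which also places the 9 libraries shown in Fig. 1d as that figure does; apoTf-treated WT libraries are not in it. For every library the labels describe a phlebotomy shortly before the collection of cells, beside a collection 3 days after the last injection. The paper's methods tie phlebotomy to no experiment by name, and its results report it for stress erythropoiesis. Whether these mice were bled is not known, and bleeding would bear on genes of the Epo response.

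Per the paper's methods, the authors aligned reads to mm10 with STAR, keeping reads with 1 alignment, and counted reads in exons on both strands at the gene level with HOMER. The authors deposited FPKM values per library, made from these counts by HOMER and rounded to 3 decimals. They also deposited log2 fold changes of apoTf-treated over untreated Pro-E, computed by the authors with edgeR for each genotype, with adjusted p values. No deposited comparison sets β-thalassemic against WT Pro-E. The labels list featureCounts as well, and neither the labels nor the paper's text gives tool versions. Values of the paper's other experiments are in its source data and were not analysed.

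The deposited table holds 24453 genes, of which 6476 are at 0 in all 12 libraries and 17977 are above 0 in at least 1. Counts were not analysed here. The total of reads that each library was normalized to was read from the step that 1 read makes in FPKM, in 1275 short genes of known length with an FPKM of at most 3 and at most 8 reads; 250 to 301 values per library were above 0, and 94.9% to 96.8% of these lay within 0.05 read of a whole number. The median total was 43700000 reads in WT, 45600000 in β-thalassemic, 46000000 in apoTf-treated β-thalassemic and 46500000 in apoTf-treated WT libraries. On simulated data the largest error of this step was 0.01%. These totals were not used in the tests, which take the FPKM as deposited.

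Groups were compared with limma 3.58.1 (lmFit, then eBayes with a trend of the prior variance) in R 4.3.3 on log2 of FPKM plus 0.5, for the 9650 genes with an FPKM of at least 1 in at least 3 libraries. All 12 libraries were fitted with 4 group means and 1 spread per gene, which assumes that the groups vary alike. The 5 comparisons were β-thalassemic with WT, apoTf-treated with untreated β-thalassemic, apoTf-treated with untreated WT, apoTf-treated β-thalassemic with WT, and the difference between genotypes in the effect of apoTf. Tests were two-sided, with Benjamini-Hochberg adjustment over genes within each comparison and a threshold of 0.05. Single genes named by the paper were also compared with exact permutation tests, for which 3 libraries against 3 allow no p below 0.1. In data simulated at the spread of these libraries, 61.8% of genes with a log2 change of 1 and 95.5% of genes with a log2 change of 2 were recovered between apoTf-treated and untreated β-thalassemic Pro-E, with 7 and 13 false calls. Each simulation changed 200 genes and gave all libraries of a gene the same spread, so these shares need not hold in the real data.

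Genes that returned after apoTf were counted in 2 ways: by a ratio over 2 of the group means in both comparisons with 0.1 FPKM added to each mean, and by an adjusted p under 0.05 in both limma comparisons with opposite signs. Lists of genes were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, for the 19 of 23 lists with at least 3 genes tested. The lists, the comparisons, the named genes and most alternatives were chosen before the data were examined. The genes named are those the paper names, the globin genes, up to 12 genes per direction with the largest log2 fold change among those past the threshold whose groups do not overlap and whose higher mean is at least 5 FPKM, up to 5 for apoTf in WT Pro-E and for the difference between genotypes, the genes past both thresholds, and up to 4 genes of each list with the smallest p. Genes named outside this rule were chosen after their values were seen.

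The alternatives were other pseudocounts, no filter and a filter of 5 FPKM, median-ratio scaling, quantile normalization, no trend in the prior variance, library weights, only the groups compared, a block for replicate number, and each library left out in turn. For the count by ratios they were only genes higher in β-thalassemic Pro-E, apoTf-treated Pro-E within 2-fold of WT, group medians, other pseudocounts and a filter. After the values were seen, removal of each library's trend on GC content, alone and without WT replicate 1, library weights estimated gene by gene, and a comparison of genotypes over both treatments were added. Other splits of the libraries were counted in full where there are 10, and drawn 100 times otherwise. Gene positions and GC content were taken from GENCODE M21 on GRCm38, matched by symbol, with a position for 24036 of the genes and a GC content for 99.3% of the genes tested. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.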

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

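The tests of the region around the β-globin genes, the comparison of genotypes over both treatments, the other splits of apoTf-treated β-thalassemic against WT libraries and the redrawn labels for the difference between genotypes were chosen only after the results were seen.

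ApoTf-treated β-thalassemic Pro-E were set against untreated WT Pro-E, a comparison the paper does not report, to find genes that apoTf left apart from WT. By limma 5 genes passed the threshold, at 4 loci since Hbb-b1 repeats Hbb-bs, with 400 at an unadjusted p under 0.05. Stard10 had a log2 fold change of −3.22 (SE 0.26, adjusted p = 0.000365), Hbb-bs −3.12 (SE 0.43, adjusted p = 0.0294), Hbb-b1 −3.10 (SE 0.43, adjusted p = 0.0294), Trim12a −2.00 (SE 0.27, adjusted p = 0.0294) and Neu3 1.06 (SE 0.15, adjusted p = 0.0296), each with groups that did not overlap. Trim12a falls outside the rule for named genes and was chosen after its values were seen; it is listed at 0 in all apoTf-treated β-thalassemic libraries and was at 1.64 ± 0.851 FPKM (SD, n = 3 libraries) in WT. All 5 genes also differed between untreated β-thalassemic and WT Pro-E, and their log2 fold changes between apoTf-treated and untreated β-thalassemic Pro-E were 0.08 for Stard10, 0.01 for Hbb-bs and Hbb-b1, −0.03 for Trim12a and 0.06 for Neu3. Splits of the 6 libraries, 10 in all, are too few for a share under 0.05; the real split gave 5 genes and the highest of the others 0. The count was 1 without WT replicate 2 or 3, 1 without any of the 3 untreated or the 3 apoTf-treated β-thalassemic libraries, and 3 without apoTf-treated WT replicate 1.

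The globin genes carry the th1 lesion, and the 3 other genes lie within 10 Mb of Hbb-bs on chromosome 7, where 1% of the genes tested lie; the region was drawn after these genes were seen. With both treatments pooled, 15 genes differed between genotypes, 9 higher and 6 lower in β-thalassemic Pro-E (330 at an unadjusted p under 0.05), and 4 of the 13 that are not globins lay in this region. Among 100 regroupings of the 12 libraries only the real one, 1 of 100, gave 15 genes or more, and the highest of the others gave 0. The count takes in Hbb-bs and Hbb-b1, which the genotype itself sets, and chance was not tested for the other genes alone. The count was 34 without WT replicate 1. The region was then tested on the genes past no threshold in these comparisons or between untreated β-thalassemic and WT Pro-E: 18 of 88 had an unadjusted p under 0.05 between genotypes with both treatments pooled, 7 higher and 11 lower, against 284 of 9447 genes elsewhere (odds ratio 8.29, 95% interval 4.58 to 14.3, two-sided Fisher's exact test, p = 2.02e-10; neighbouring genes are not independent). Of 8905 windows of the same width elsewhere, each centred on a gene with enough neighbours, 0 had as high a share, and the highest had 14.6%. Neighbouring windows share most of their genes, so this count gives no probability. The values are consistent with DNA of another strain carried along with the th1 deletion, and the paper's methods describe the mice as on a mixed background, while the deposited labels give C57BL6 for all 12 libraries. An effect of the deletion itself on its neighbours would give the same values and was not tested. A response of Stard10, Neu3 or Trim12a to β-thalassemia that apoTf does not undo also stays open.

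For the 25 genes that differed between β-thalassemic and WT Pro-E, splits of the 6 libraries are too few for a share under 0.05; the real split gave 25 and the highest of the others 0. Cells of another type in the sort would raise or lower their abundant markers together. The marker list with a median log2 fold change above 0.5 in size was that of neutrophils, at −1.32 with 6 of 6 genes lower in β-thalassemic Pro-E, and 0 of its genes passed the threshold; its highest value in any library was 18.0 FPKM, for S100a8. The marrow was treated with anti-CD45 beads before sorting, which the paper's methods give for its sorts and which bind white blood cells. In the other marker lists the highest values in any library were 14.3 FPKM for megakaryocytes and platelets, 2.17 for monocytes and macrophages, 2.45 for T and NK cells, 0.82 for B cells and 0.65 for mast cells and basophils. A dependence on single β-thalassemic libraries stays open: the count was 6 without β-thalassemic replicate 1, 6 without replicate 2 and 13 without replicate 3, and 31, 90 and 19 without WT replicates 1, 2 and 3. This may come from the spread among the β-thalassemic libraries, in which Plek2 ranged from 4.58 to 14.8 FPKM. A biological difference between the pools of mice was not tested.

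The Epo response list is listed since apoTf lowered it more in β-thalassemic than in WT Pro-E, with a median log2 difference of −0.69 over 12 genes, 8 of them below 0 (camera, adjusted p = 0.0048). It did not pass with an estimated correlation (adjusted p = 0.583), by fry (adjusted p = 0.194) or with median-ratio scaling (0.0576). Nor did it pass without WT replicate 2 (0.208) or 3 (0.0827), where the outlying WT replicate 1 weighs more. Over the 9 genes that remain without Plek2, Podxl and Fam132b it did not pass either (median −0.08, adjusted p = 0.57). By camera over all 12 genes, the adjusted p was 3.63e-09 without WT replicate 1 and 7.01e-06 with the GC trend removed. When adjusted over the list alone, 5 genes were lower. With apoTf and PBS labels redrawn within each genotype, 97 of 100 drawings gave 1 list or more past the threshold and up to 11, so chance cannot be excluded for the count of 1 list. For single genes 0 passed the threshold (limma, 473 at an unadjusted p under 0.05). Every drawing gives at least 0, so the drawings could not test this count, and they gave up to 2.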

How the results depend on the processing

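Removal of the trend on GC content, library weights estimated gene by gene, the comparison of genotypes over both treatments and the lists without single libraries were chosen only after the values were seen. The cause of the changes below was not tested, except that a filter, a left-out library or a fit of only the groups compared tests fewer genes or libraries by construction.

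The log2 fold changes of Plek2, Podxl and Fam132b kept their direction between β-thalassemic and WT Pro-E and after apoTf in β-thalassemic Pro-E under every alternative that gave a value; the filter of 5 FPKM removes Plek2 and Fam132b and gave none for either. Podxl kept its side of the threshold in both. Of 198 results for named genes 29 were called, and of their 706 values under alternatives 486 kept the call, 220 were no longer significant and 0 reversed. Of the values of results not called, 99 became significant and 79 changed sign.

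The 25 genes between β-thalassemic and WT Pro-E were 8 with the filter of 5 FPKM, 40 with quantile normalization, 516 with library weights, 9 with only the groups compared, 13 with the replicate block, 74 with the GC trend removed, 74 without WT replicate 1 as well and 42 with gene-by-gene weights. The 3 genes after apoTf in β-thalassemic Pro-E were 7 without a filter, 1359 with library weights, 5 with only the groups compared, 1 with the block, 6 with the GC trend and WT replicate 1 removed and 327 with gene-by-gene weights. The 0 genes after apoTf in WT Pro-E were 1 without a filter and 622 with library weights. The 5 genes between apoTf-treated β-thalassemic and WT Pro-E were 8 with quantile normalization, 299 with library weights, 1 with only the groups compared, 8 with the GC trend and WT replicate 1 removed and 8 with gene-by-gene weights. For the difference between genotypes in the effect of apoTf, 0 became 1 without a filter, 703 with library weights, 3 with the GC trend removed and 15 with gene-by-gene weights. The 15 genes that differ by genotype over both treatments were 29 without a filter, 9 with the filter of 5 FPKM, 30 with median-ratio scaling, 28 with quantile normalization, 1921 with library weights, 55 with the GC trend removed, 83 without WT replicate 1 as well and 137 with gene-by-gene weights.

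The 3 genes past both thresholds were 7 without a filter, 312 with library weights, 1 with the block, 6 with the GC trend and WT replicate 1 removed and 32 with gene-by-gene weights. The 91 genes selected by ratios were 56 when restricted to genes higher in β-thalassemic Pro-E, 202 when apoTf-treated Pro-E had to lie within 2-fold of WT, 457 with no pseudocount, 18 with a pseudocount of 0.5 and 25 with the filter of 1 FPKM. Plek2 between β-thalassemic and WT Pro-E had the same log2 fold change of 2.59 with an adjusted p of 0.0607 without a filter and 0.153 with only the groups compared, and Fam132b 2.16 with 0.173 in the latter. After apoTf in β-thalassemic Pro-E, Plek2 was at −1.95 (adjusted p = 4.61e-05) with library weights and −1.99 (0.000309) with gene-by-gene weights, and Fam132b at −2.18 (7.3e-07) and −2.15 (7.84e-06), while over the other alternatives Plek2 had adjusted p values of 0.124 to 1 and Fam132b of 0.00468 to 0.602.

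The 8 lists between β-thalassemic and WT Pro-E were 0 with an estimated correlation, 1 by fry and 4 with the GC trend removed. The 4 lists after apoTf in β-thalassemic Pro-E were 2 with an estimated correlation, 1 by fry and 2 with median-ratio scaling, and the 0 lists in WT Pro-E were 1 with the block and 2 with the GC trend and WT replicate 1 removed. The 8 lists between apoTf-treated β-thalassemic and WT Pro-E were 0 with an estimated correlation, 0 by fry, 4 with the GC trend removed and 4 without WT replicate 1 as well. The 1 list for the difference between genotypes was 0 with an estimated correlation, 0 by fry, 0 with median-ratio scaling and 2 with quantile normalization.

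With each library left out in turn, the counts ranged from 6 to 90 between β-thalassemic and WT Pro-E (6 without β-thalassemic replicate 1 or 2, 90 without WT replicate 2), 1 to 6 after apoTf in β-thalassemic Pro-E (6 without WT replicate 1), 0 to 449 in WT Pro-E (449 without WT replicate 2), 1 to 7 between apoTf-treated β-thalassemic and WT Pro-E, 0 to 1 for the difference between genotypes (1 without β-thalassemic replicate 2), 10 to 34 by genotype, 1 to 5 past both thresholds and 89 to 138 by ratios (138 without β-thalassemic replicate 3). The log2 fold changes ranged from 2.22 to 3.01 for Plek2 (adjusted p 0.00775 to 0.107), 3.67 to 4.28 for Podxl and 1.84 to 2.52 for Fam132b between β-thalassemic and WT Pro-E, from −2.17 to −1.37, −3.55 to −2.91 and −2.15 to −1.48 after apoTf in β-thalassemic Pro-E, and from −0.15 to 0.52, −0.17 to −0.04 and −0.17 to 0.03 in WT Pro-E. The lists ranged from 1 to 8, 2 to 9, 0 to 4, 1 to 9 and 0 to 5 in the order above.

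The planned library weights reached no stable estimate, giving WT replicate 1 a weight of 0.019 and apoTf-treated WT replicate 2 a weight of 105; gene by gene they were 0.035 and 6.87. Neither the paper nor the labels say what replicate numbers stand for. After group means were removed, 6 of 18 pairs with the same number correlated above 0.1, with a median of −0.04 against 0.01 for other pairs, so that over all groups the numbers were not taken as pairs. With the replicate block Tnfrsf21 (adjusted p = 0.0841) and Cda (0.102) did not pass after apoTf in β-thalassemic Pro-E, nor Osm between β-thalassemic and WT Pro-E (0.0575) or Neu3 between apoTf-treated β-thalassemic and WT Pro-E (0.0548), while immediate early genes passed after apoTf in WT Pro-E (0.0203). Between the 2 apoTf-treated groups all 3 pairs did, at 0.507, 0.253 and 0.461, against −0.514 to 0.143 for other pairs there, so a pairing of these 2 groups stays open. At these totals 1 read per kilobase is at most 0.03 FPKM, and depth limits the lowest genes: 64 of the 91 genes selected by ratios had no group mean of 1 FPKM.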

Differences from the paper's values

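The gene-by-gene library weights and the counts of each alternative within the 91 genes selected by ratios were chosen only after the values were seen; the other tests below were planned.

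The paper reports 20 statistically significant genes among those over 2-fold apart that returned after apoTf. Here 3 genes passed an adjusted p under 0.05 with opposite signs in both limma comparisons. The paper's text gives p under 0.05 as significant and names edgeR for differential expression. The legend of Fig. 1b speaks of significant differences between β-thalassemic and WT Pro-E, and neither it nor the text names the adjustment. On that reading 8 of the 91 genes selected here by ratios passed between β-thalassemic and WT Pro-E. In the authors' deposited edgeR comparison after apoTf, 30 of the 91 genes have an adjusted p under 0.05, 27 of them higher in β-thalassemic Pro-E. Of the alternatives set before the data were examined, library weights, which reached no stable estimate, came near the paper's count within the 91 genes, with 17 past both thresholds and 21 past that between β-thalassemic and WT Pro-E. The others gave 1 to 7 and 3 to 11 of the 91. Gene-by-gene weights, chosen after seeing the values, gave 12 and 12. Not restricted to the 91 genes, the alternatives gave 1 with the replicate block, 2 with a pseudocount of 0.1, a filter of 5 FPKM or quantile normalization, 3 with a pseudocount of 1, median-ratio scaling, no trend in the prior variance or only the groups compared, 7 without a filter, 312 with library weights, and 1 to 5 with single libraries left out, and gene-by-gene weights gave 32.

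The paper's text states that Plek2 expression returned to normal after apoTf (Fig. 1c, d), while the legend of Fig. 1d calls the correction partial. The FPKM behind Fig. 1d match those used here to within 0.005 FPKM per library. The legend gives a one-way ANOVA for Fig. 1d, on Plek2 alone, so its threshold is unlike an adjustment over all genes. The paper also reports Plek2 mRNA in sorted stages and Plek2 protein as corrected after apoTf (Fig. 1e–g), which were not analysed here. The decrease had the stated direction here, at a log2 fold change of −1.74 and with no overlap of libraries, but did not pass the adjustment over all genes (adjusted p = 0.533 from limma, unadjusted p = 0.000773). It passed with library weights (adjusted p = 4.61e-05), and with gene-by-gene weights, chosen after seeing the values and keeping Podxl and Fam132b significant as well (adjusted p = 0.000309). The paper's deposited edgeR value is an adjusted p of 7.94e-11. After apoTf the mean stayed 2.15-fold above WT, with each library above every WT library, which matches the partial correction in the legend of Fig. 1d.

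The paper also describes Fam132b as corrected after apoTf. Its log2 fold change of −1.79 had that direction and an adjusted p of 0.0764, and passed with library weights (7.3e-07), without β-thalassemic replicate 3 (0.00468), without WT replicate 1 (0.0251) and with gene-by-gene weights (7.84e-06), the last chosen after seeing the values. The paper's deposited edgeR value is an adjusted p of 1.61e-15. Podxl passed in both comparisons.

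The legend of Fig. 1c gives the y axis as WT over β-thalassemic expression, while the genes described as higher in β-thalassemic Pro-E are drawn at positive values. The log2 fold change of β-thalassemic over WT is positive here, 2.59 for Plek2 and 4.06 for Podxl.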

Other observations

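The tests of WT replicate 1, the other splits for lists and for genes past both thresholds, the apoTf comparison in WT Pro-E without WT replicate 2, the lists without single libraries and the globins with each locus once were chosen only after the results were seen.

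Of 23 lists of genes, 19 had at least 3 genes tested. Between β-thalassemic and WT Pro-E, 8 passed by camera at the preset correlation, and none with an estimated correlation. Besides the Epo response these were the globins, lower (adjusted p = 0.0183, and 0.0618 with Hbb-b1 and Hbb-b2 left out, which repeat the values of Hbb-bs and Hbb-bt to within 1.85%), erythroid transcription factors, lower (0.00813, median log2 fold change −0.22, 11 of 17 below 0), stem and progenitor markers, lower (0.045, −0.44, 4 of 4), the antioxidant response, higher (0.045, 0.19, 16 of 18 above 0), chaperones and the unfolded protein response, higher (0.00813, 0.29, 18 of 18), neutrophil markers, lower (0.00326), and megakaryocyte and platelet markers, lower (0.0222, −0.31, 4 of 4). Outside the Epo response and the globins, no gene of these lists passed the threshold over all genes, and 1 antioxidant gene and 1 megakaryocyte gene passed when adjusted over the list alone. The summed FPKM of antioxidant genes was 1464.5, 1771.8 and 2210.3 in WT replicates 1 to 3 and 1778.1 to 1970.6 in β-thalassemic libraries. For chaperones it was 1286.5, 1529.8 and 1752.1 against 1601.5 to 2001.5. In both lists WT replicate 1, which stood apart, was lowest, and the other WT libraries overlapped the β-thalassemic ones. Sums for erythroid transcription factors were 1380.5, 1085.7 and 1301.5 in WT replicates 1 to 3 against 1009.8 to 1153. Stem and progenitor markers were at 48.1, 72.3 and 117.7 against 49.5 to 62.2, and neutrophil markers at 3.1, 21.6 and 41.7 against 0.9 to 7.5. These overlapped too, while the sums of globins and of megakaryocyte and platelet markers did not. The adjusted p was 0.111 for haem synthesis, 0.521 for iron uptake and handling, 0.701 for the red cell membrane, 0.446 for the integrated stress response, 0.701 for apoptosis, 0.969 for actin, cofilin and Rac, 0.115 for the cell cycle, 0.915 for glycolysis, 0.0981 for BMP and TGF-β, 0.701 for immediate early genes and 0.159 for the interferon response. In iron uptake, the red cell membrane and apoptosis the median lay below 0 and the mean above it. Markers of monocytes and macrophages, B cells, T and NK cells, and mast cells and basophils had 2, 0, 1 and 0 genes tested and were not tested as lists.

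After apoTf in β-thalassemic Pro-E, 4 lists passed by camera. Besides the Epo response, immediate early genes were lower (adjusted p = 4.96e-09, 0.0408 with an estimated correlation, 0.445 by fry, median log2 fold change −0.31, 9 of 10 below 0, 1 lower when adjusted over the list alone), with log2 fold changes of −1.33 for Fos, −1.11 for Fosb and −0.98 for Ier3, none past the threshold. Haem synthesis was higher (adjusted p = 0.0461, median 0.13, 11 of 12 above 0) and so was the interferon response (0.0406, 0.11, 12 of 12), neither with an estimated correlation (0.862 for both). In WT Pro-E no list passed. The Epo response had a median of −0.192 there, with 11 of 12 below 0 (camera, adjusted p = 0.0966, 0.779 with an estimated correlation, 0.609 by fry). It passed by camera without apoTf-treated WT replicate 2 (adjusted p = 0.017). Immediate early genes had a median of −0.635 there (7 of 10 below 0, adjusted p = 0.0926, 0.779 with an estimated correlation, 0.609 by fry, 2 lower when adjusted over the list alone), and no difference between genotypes passed for them (adjusted p = 0.893). In WT Pro-E immediate early genes passed by camera without WT replicate 3 (adjusted p = 0.0454), without apoTf-treated β-thalassemic replicate 1 (0.0259) or 2 (0.0373) and without apoTf-treated WT replicate 2 (0.0397) or 3 (0.00207).

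Splits of 6 libraries, 10 in all, are too few for a share under 0.05. Between β-thalassemic and WT Pro-E the real split gave 8 lists and the highest of the others 7. After apoTf in β-thalassemic Pro-E it gave 3 genes and the others at most 0, and 4 lists where the others gave up to 10. After apoTf in WT Pro-E it gave 0 genes and the others up to 2, and 0 lists where the others gave up to 12. Between apoTf-treated β-thalassemic and WT Pro-E it gave 8 lists and the others up to 9.

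The 91 genes selected by ratios were matched or exceeded in 36 of 100 regroupings of the 9 libraries into 3 groups, the highest being 189, so chance cannot be excluded for that count. For the 3 genes past both limma thresholds, 2 of 100 regroupings, the real one included, gave as many. The highest of the others gave 4, more than the real one, so chance is less likely for this count but is not excluded. Both comparisons share the untreated β-thalassemic libraries; in 100 simulations with no change in any group the largest overlap was 0 genes. The covariance of the 2 log2 fold changes across genes was −0.022, against −0.036 (−0.039 to −0.032) in the simulations. These gave all libraries of a gene the same spread, while WT libraries lay farther apart than β-thalassemic ones. The simulated values therefore cannot tell how much of the reversal comes from the shared libraries.

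In the authors' deposited edgeR comparison of apoTf-treated with untreated β-thalassemic Pro-E, 114 genes have an adjusted p under 0.05, 74 lower and 40 higher after apoTf. Of these, 74 were tested with limma, all 74 with the same sign and 65 with an unadjusted p under 0.05. The 9 Epo response genes among the authors' 114 were all lower.

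WT replicate 1 stood apart from the other 2 WT libraries, with 2597 genes over 2-fold from them. It held less Tfrc (77.3 FPKM, 295 to 494 in the other libraries) and more of the ribosomal RNA gene Rn45s (31177 FPKM, 1609 to 6116 in the others). A few genes taking most of the reads would be undone by scaling, but after median-ratio scaling 2068 genes remained over 2-fold apart, against at most 309 in the other libraries. GC content stays open as a candidate explanation: the deviation followed the GC content of transcripts with a Spearman rho of 0.79 across genes, and the genes over 2-fold apart fell from 2054 to 525 when each library's trend was removed. The median log2 deviation ran from −0.92 in the fifth of genes with the lowest GC content to 0.84 in the fifth with the highest. WT replicates 2 and 3 were measured against this library and had rho of −0.79 and −0.63. A difference in the cells of this pool, such as their stage, was not tested apart from these genes. Without WT replicate 1 the 25 genes between β-thalassemic and WT Pro-E became 31, of which 23 were among the 25.

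Without WT replicate 2, apoTf-treated and untreated WT Pro-E differed in 449 genes (limma), 63 higher and 386 lower, with WT replicate 1 as 1 of 2 untreated libraries. In the same libraries no gene passed with the GC trend removed or with median-ratio scaling (limma), while 2010 and 4269 genes had an unadjusted p under 0.05, against 2921 before. These settings end the calls and do not say why the libraries differ.

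For genes the paper studies by other assays, Cfl1 (cofilin) and Rac1 had log2 fold changes of −0.09 and 0.23 between β-thalassemic and WT Pro-E, neither past the threshold; that of Cfl1 was 0.11 with the GC trend and WT replicate 1 removed. Fasl was at most 0.047 FPKM in any library and was not tested.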
